# Age- and Microbiota-Dependent Cell Stemness Plasticity Revealed by Cattle Cell Landscape

**DOI:** 10.34133/research.0025

**Published:** 2023-01-13

**Authors:** Jia-Jin Wu, Senlin Zhu, Yi-Fan Tang, Fengfei Gu, Teresa G. Valencak, Jian-Xin Liu, Hui-Zeng Sun

## Abstract

Newborn ruminants are considered functionally monogastric animals. The poor understanding of cellular differences between newborn and mature ruminants prevents the improvement of health and performance of domestic ruminants. Here, we performed the single-cell RNA sequencing on the rumen, reticulum, omasum, abomasum, duodenum, jejunum, ileum, cecum, colon, rectum, liver, salivary gland, and mammary gland from newborn and adult cattle. A comprehensive single-cell transcriptomic atlas covering 235,941 high-quality single cells and 78 cell types was deciphered. A Cattle Cell Landscape database (http://cattlecelllandscape.zju.edu.cn) was established to elaborately display the data and facilitate effective annotation of cattle cell types and subtypes for the broad research community. By measuring stemness states of epithelial cells in each tissue type, we revealed that the epithelial cells from newborn forestomach (rumen, reticulum, and omasum) were more transcriptionally indistinct and stochastic compared with the adult stage, which was in contrast to those of abomasum and intestinal tissues. The rapid forestomach development during the early life of calves was driven by epithelial progenitor-like cells with high DNA repair activities and methylation. Moreover, in the forestomach tissues of newborn calves, the *Megasphaera* genus was involved in regulating the transcriptional plasticity of the epithelial progenitor-like cells by DNA methylation regulation. A novel cell type, the *STOML3^+^* cell, was found to be newborn-specific. It apparently plays a crucial role in stemness maintenance of its own and cholangiocytes in the hepatic microenvironment. Our results reveal that the age- and microbiota-dependent cell stemness plasticity drives the postnatal functional maturity of ruminants.

## Introduction

During the Neolithic, ruminants were domesticated to provide meat and milk for humans [1]. They have highly organized digestive systems including forestomach (rumen, reticulum, and omasum), abomasum, small intestines, large intestines, and accessory glands [2,3]. Nutrients absorbed by the gastrointestinal tract (GIT) are delivered to the liver for catalytic metabolic processes to enable cell growth and production. The newborn (NB) ruminant GIT is functionally equivalent to that of monogastric animals and displays marked changes in morphology, structure, and function before reaching full ruminating capacity [4]. For example, the rumen expands gradually after birth to more than 70% of the GIT volume [5,6]. The maturation of the ruminating system starts after birth and is orchestrated by diverse cell types across multiple tissues. During this process, the digestion undergoes a shift from primarily intestinally absorbed colostrum- and milk-derived nutrients to short-chain fatty acids, amino acids, and other compounds from feed and ruminal microbial sources; the metabolic function of the liver changes from being primarily responsible for ketogenesis and glycolysis to gluconeogenesis using propionate as a substrate [4].

The molecular mechanisms behind the postnatal ruminating maturation is considered as ontogenic [7], with the mechanisms yet not being completely understood. However, there are recent efforts to link the host transcriptome with microbiota using lamb or calf models [7,8]. The bovine GIT tissues undergo rapid cell proliferation and differentiation in the postnatal period [9], and organogenesis is dependent on cell stemness of individual cells [10,11]. There is little information available on the unique cellular differentiation markers of bovine cell lineages [12,13], which hinders the determination of stemness states of individual cells and prevents a full understanding of the molecular mechanisms relating to postnatal maturation of the ruminating system. The advances on single-cell RNA sequencing (scRNA-seq) allow the disentangling of heterogeneity in cell composition and cell-type-specific dynamic changes in time of organ development [14,15]. Novel algorithms for quantitatively measuring cellular stemness states at the single-cell level from scRNA-seq data have emerged [11] and were successfully applied in a recent study on human organ development by assessing single-cell stemness [16]. In our previous study, we provided novel insights into cell composition and potential cell functions at single-cell resolution in adult (AD) dairy cattle [17]. However, alterations in cell type composition and stemness at multiple temporal and spatial scales have not been investigated in sufficient detail yet.

The postnatal functional maturity of ruminants is mainly due to the changes in the composition and function of various tissue cell types and microbiota in the digestive system. To investigate the biological mechanisms of postnatal functional maturity in ruminants, we firstly used scRNA-seq to build a comprehensive single-cell compendium across 13 bovine tissue types from the NB and the AD stages and delineated the multitissue patterns of cell stemness plasticity. Next, we integrated the epithelial microbiome, metabolome, and single-cell transcriptome to investigate the role of microbiota in the cell stemness plasticity of the forestomach. Finally, the new cross-species comparison based on single-cell transcriptomic data will extend our knowledge on cattle-specific novel cell types contributing to the maintenance of cell stemness in postnatal maturation of the ruminating system.

## Results

### Construction of a cattle cell atlas

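Counts from 15 of the scRNA-seq libraries are analyzed beside the results that follow: 11 from NB cattle (liver, salivary gland, rectum, colon, cecum, ileum, jejunum, duodenum, abomasum, omasum, and reticulum) and 4 from AD cattle (duodenum, jejunum, cecum, and colon). The rumen, the mammary gland, and the other AD tissues are not among them. Each tissue and stage was represented by 1 library, so no replicate error could be given and no test between stages was made. The AD tissues came from a single lactating cow, and the paper's text does not name the calf behind each NB library. The AD tissues were dissociated with a lamina propria kit or a multi tissue kit, while the NB intestinal tissues were treated with EDTA and trypsin before a kit was used. Stage, animal, and dissociation therefore changed together. In the 10x Genomics method, each cell receives a barcode and each captured RNA molecule a unique molecular identifier (UMI). The authors counted UMIs per gene with CellRanger on the ARS-UCD1.2 cattle genome, and the deposited values are raw counts. Total UMIs ranged from 17707625 to 129458578 per library (NB median 85678587; AD range 48674267 to 67485845). Barcodes were kept when they had 500 to 4000 genes, under 50000 UMIs, and under 40% of UMIs from mitochondrial genes, which are the limits of the paper's methods. Doublets were scored with an implementation of the Scrublet method in place of DoubletFinder, and the highest scores were removed at a rate of 0.8% per 1000 cells. The paper's manual removal of mixed clusters and hemocytes was not repeated. Clusters were found in each tissue separately from 2000 variable genes and 30 principal components (Leiden resolution 1), with Harmony where a tissue had both stages. They were named from a list of marker genes written in advance, and a cluster with the markers of a cell type is called by that type with the ending -like. In tissues with both stages, cells of clusters named epithelial or left unnamed were clustered again without Harmony. All clusters were then named again. The thresholds of this naming were set after the counts had been seen. Cells without a name made up 24.5% of the NB ileum, 20.5% of the NB salivary gland, 10.1% of the NB colon, and under 8% of each of the other 12 libraries. Expression is given as CPM, from the UMIs of a gene summed over the cells of a group and the total UMIs of that group, with exact Poisson 95% intervals. Shares of cells are given with exact binomial (Clopper-Pearson) 95% intervals. All these intervals cover counting error only.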

To delineate the age-dependent cell types and transcriptional profiles of various tissues of highly organized digestive systems in cattle, we used 10x Genomics based scRNA-seq to establish a profile of forestomach (rumen, reticulum, and omasum), abomasum, small intestines (duodenum, jejunum, and ileum), large intestines (cecum, colon, and rectum), liver, salivary gland, and mammary gland tissues of both NB and AD cattle (Fig. 1A and Tables S1 and S2). 

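With the limits given above, 119798 of 172405 barcodes were kept over the 15 libraries. For the tissues with both stages, 16965 cells were kept from duodenum (7459 NB and 9506 AD), 21611 from jejunum (11614 NB and 9997 AD), 14432 from cecum (5767 NB and 8665 AD), and 12949 from colon (4428 NB and 8521 AD). For the tissues with the NB stage alone, 6996 cells were kept from reticulum, 9997 from omasum, 8926 from abomasum, 7034 from ileum, 6829 from rectum, 11423 from liver, and 2636 from salivary gland. The median UMIs per kept cell ranged from 3527 in the AD duodenum to 8785 in the NB omasum. Among the 4 AD libraries the highest of these medians was 3883, and among the 11 NB libraries the lowest was 4287. Leaving the doublets in moved the jejunum number most, to 23914 cells.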

After removing low-quality single cells and doublets (see Materials and Methods), 235,941 high-quality cells were retained: 49,689 cells from rumen, 12,844 from reticulum, 20,195 from omasum, 12,637 from abomasum, 16,222 from duodenum, 22,027 from jejunum, 16,001 from ileum, 13,987 from cecum, 12,383 from colon, 11,848 from rectum, 20,066 from liver, 4,894 from salivary gland, and 23,148 from mammary gland (Fig. 1B).

**Fig. 1.**
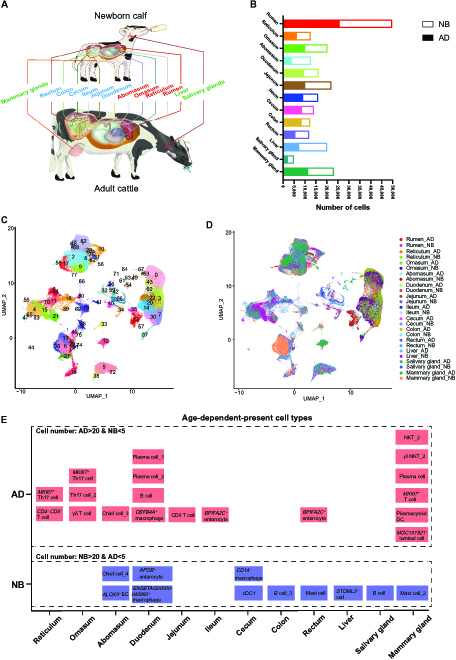
Construction of single-cell compendium of 13 tissue types of the newborn (NB) and adult (AD) cattle. (A) Thirteen tissue types are used for scRNA-seq in NB and AD cattle. (B) The bar plot shows the number of high-quality single cells per tissue type in NB and AD cattle. (C and D) Uniform manifold approximation and projection (UMAP) plot of all cells, colored by cell clusters (C) and tissues (D); *n* = 235,941 single cells. (E) Representative age-dependent-present cell types. Only the cell types with more than 20 cells in AD cattle and less than 5 cells in NB cattle are considered as AD-dependent-present cell types. Cell types with more than 20 cells in NB cattle and less than 5 cells in AD cattle are considered as NB-dependent-present cell types. DC, dendritic cell; cDC1, conventional type 1 dendritic cell; NKT, natural killer T; EC, epithelial cell.

We combined all the 235,941 cells into the cell clustering analysis across tissues with batch effect correction (see Materials and Methods) and identified 78 cell clusters (Fig. 1C). The annotation of cell clusters was performed by both data-driven analysis and manual interpretation based on the highly expressed marker genes. Detailed information on the descriptions of cell types and their highly expressed marker genes are available in Table S3 and Fig. S1. A uniform manifold approximation and projection (UMAP) of the single-cell dataset (Fig. 1D) revealed that cells were organized primarily by tissue type rather than age. Therefore, to further systematically investigate the dynamics of cell type composition between NB and AD, we performed cell clustering analysis of each tissue type separately (see Materials and Methods). 

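The arrangement by tissue and by stage was measured in the 8 libraries of duodenum, jejunum, cecum, and colon, the tissues with both stages here. From each library 4428 cells were drawn, and the 30 nearest neighbors of each cell were sought among the cells of the other 7 libraries in principal component space. A mean of 87.8% of these neighbors came from the same stage and another tissue, where a random draw gives 42.9%. A mean of 2.40% came from the same tissue at the other stage, where a random draw gives 14.3%. The ratio to the random draw was thus 2.05 for stage and 0.168 for tissue, and it was higher for stage in all 8 libraries. With 1 library per tissue and stage, a neighbor of the same tissue had to come from the other stage. A high share for stage therefore forces a low share for tissue, and 0.168 does not measure tissue on its own. The NB colon had the lowest share for stage (55.6%) and the highest for tissue (9.57%). With a Harmony correction over libraries, the setting that moved the ratio for stage most, the ratios were 1.81 and 0.332. On summed profiles over 7890 genes, the median Spearman correlation was 0.904 between AD tissues, 0.793 between NB tissues, and 0.626 between the stages of one tissue. It was 0.585 between different tissues at different stages. These correlations are across genes, which are not independent replicates. From the arrangement in Fig. 1D, the paper reasons that composition should be compared between the stages within each tissue.

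**Figure D1:**
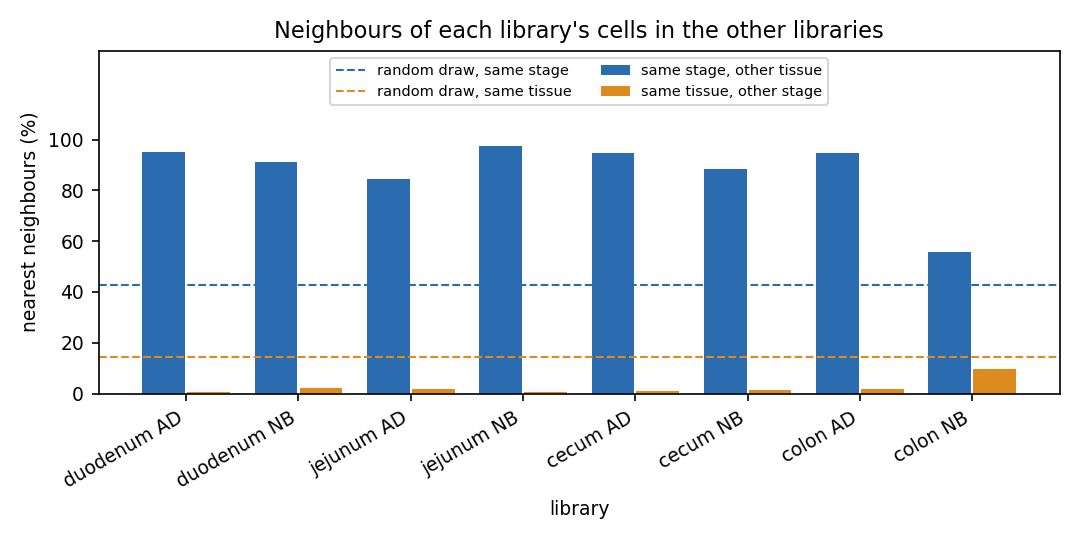
Share (%) of the 30 nearest neighbors in the other libraries that come from the same stage (blue bars) or the same tissue (orange bars), for each of 8 libraries, with dashed lines at the shares of a random draw. The blue bar is above its line in every library, and the orange bar is below its line in every library.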

We next explored the cell types that were age-dependent-present in each tissue type. In a single tissue type, any cell type with more than 20 cells in AD cattle and less than 5 cells in NB cattle was considered as AD-dependent-present cell type and otherwise was considered as NB-dependent-present cell type. 

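In the merged clusterings of the tissues with both stages, epithelial and immune clusters with over 20 cells of one stage and under 5 of the other were counted. The epithelial clusters came from the second clustering without Harmony, which can favor clusters of a single stage. The duodenum had 10 such clusters of NB cells and 7 of AD cells, the jejunum 6 and 5, the cecum 8 and 6, and the colon 7 and 1. At Leiden resolution 2 the colon had 11 and 5 and the jejunum 10 and 11, so the number of such clusters depended on how finely cells were grouped. After clusters of one cell type were joined, tuft-like cells were found at the AD stage in jejunum (111 of 9997 cells, 1.11%) and cecum (69 of 8665, 0.796%). None were named among the NB cells of these tissues, which by 3 counts of the total allows a share of up to 0.0258% in jejunum and 0.0520% in cecum for a cluster of that name, and tuft cells inside other clusters are not limited by it. In colon, tuft-like cells were 10 of 4428 NB cells and 79 of 8521 AD cells. Goblet-like cells were seen at the NB stage alone in duodenum (102 of 7459, 1.37%), jejunum (195 of 11614, 1.68%), and colon (31 of 4428, 0.70%), where 0 AD cells allow, in the same way, up to 0.0316%, 0.0300%, and 0.0352%. In cecum they were 17 NB and 40 AD cells. By the same rule, stem or transit-amplifying-like cells of the colon were of the NB stage (338 NB cells and 1 AD cell), as were epithelial cells without a finer name in colon (171 and 4) and jejunum (47 and 1). B cell-like cells of the duodenum were 274 of 9506 at the AD stage (2.88%) and 0 of 7459 at the NB stage. The 0 covers clusters named B cell-like only. Duodenum clusters named B or plasma-like held 18 NB and 68 AD cells, and those named plasma-like held 132 and 679. Mast-like cells of the duodenum were 42 at the AD stage and 3 at the NB stage. Types other than epithelial and immune ones are not listed. The 21 epithelial cells of the AD duodenum could hold few of any epithelial type. The T or NK-like share was 63.7% AD and 2.80% NB in duodenum, 32.6% and 2.61% in jejunum, 84.7% and 16.2% in cecum, and 84.9% and 19.6% in colon.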

By comparing the numbers of each epithelial or immune cell types between NB and AD stages in each tissue, we discovered the age-dependent-present cell types (Fig. 1E). For example, *MKI67^+^* Th17 cells were enriched in the AD reticulum and omasum tissues; the chief cell_3 was enriched in the AD abomasum, whereas the *ALOX5^+^* epithelial cell and the chief cell_4 were enriched in the NB abomasum; the *BPIFA2C^+^* enterocyte was enriched in the AD rectum, whereas the mast cell was enriched in the NB rectum.

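The NB side of these examples was measured in the NB libraries alone. In the NB abomasum, 1 of the epithelial clusters stood out by *ALOX5* (ENSBTAG00000020319): 39 of 8926 cells (0.437%, interval 0.311 to 0.597) with 1131 CPM (interval 994 to 1282). The next highest epithelial cluster, which carried enteroendocrine markers, had 39.6 CPM. *ALOX5* was seen in 94.9% of the 39 cells and in 0.475% of the other 5056 epithelial cells, with median UMIs of 4815 and 12354. Chief-like cells formed 4 clusters with 3117 cells, 34.9% of the library (interval 33.9 to 35.9). In the NB rectum, mast-like cells were 152 of 6829 (2.23%, interval 1.89 to 2.60), and *CPA3* was seen in 90.8% of them and in 0.329% of the other cells, with median UMIs of 2286 and 6203. No cluster of the NB reticulum or NB omasum was T or NK-like. *CD3E* was seen in 1 of 6996 cells and 14 of 9997 cells, and in none of these together with *MKI67*.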

Furthermore, we constructed the Cattle Cell Landscape (CCL) database (Fig. 2; http://cattlecelllandscape.zju.edu.cn), a comprehensive web resource consisting of 30 single-cell datasets across 13 tissue types. The results of cell clustering, cell-type annotation, and marker gene identification in single or multiple single-cell datasets can be available for public access and interactive exploration by using the user-friendly interface in the CCL. The CCL offers users 2 modules, the “Landscape Datasets” module and the “Marker Genes Search” module, to explore the single-cell datasets. In addition to the visualization of the single tissue-type dataset, a comparative analysis of cell types between NB and AD groups is also offered in the CCL. Our scRNA-seq analysis revealed special marker genes for distinguishment of different cell types and thus presents an accurate and comprehensive resource of marker genes for cell types across various cattle tissues.

**Fig. 2.**
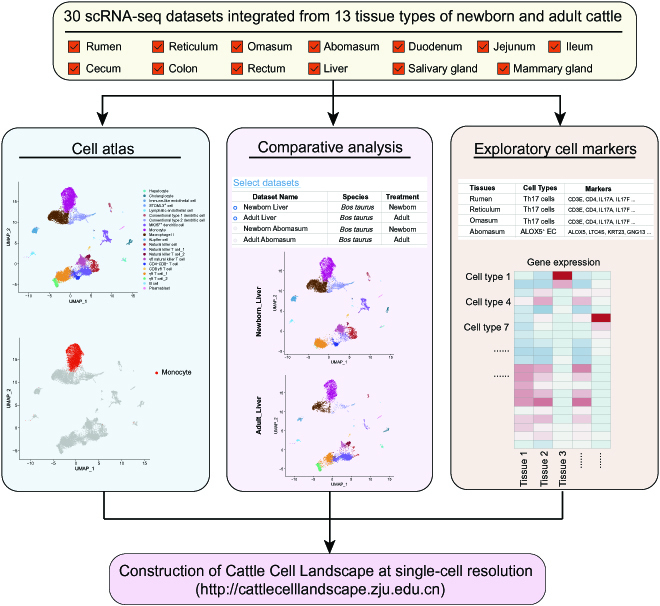
The schematic of the scRNA-seq datasets and functional modules that are included in the CCL website.

### Multitissue representation of cell stemness plasticity paradigm

Previous studies reported that the physiological changes between NB and AD cattle were associated with the GIT epithelium [18,19], and the organogenesis is dependent on cell stemness of individual cells [10,11]. However, little is known about how epithelial cell populations and stemness status of GIT and other key metabolic tissues are changed between the NB and AD stages. Therefore, we focused on the epithelial cellular composition of each organ separately (Fig. 3A to C and Figs. S2 to S5). 

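Epithelial cells made up 84.6% of the kept cells in the NB reticulum, 90.6% in the NB omasum, and 57.1% in the NB abomasum. In the NB intestines the share was 37.6% in duodenum (2801 cells), 8.21% in jejunum (953), 5.74% in ileum (404), 5.43% in cecum (313), 15.6% in colon (691), and 12.9% in rectum (880). The AD shares were 0.221% in duodenum (interval 0.137 to 0.337), 1.74% in jejunum (174 cells), 3.47% in cecum (301), and 2.36% in colon (201). NB liver had 1.30% (149 cells) and NB salivary gland 1.44% (38). In each of the 4 tissues with both stages, the NB interval lay above the AD interval. The setting that moved an AD share most for its size counted cells with *EPCAM* and without *PTPRC* or *COL1A2*, and gave 0.463% in the AD duodenum.

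**Figure D2:**
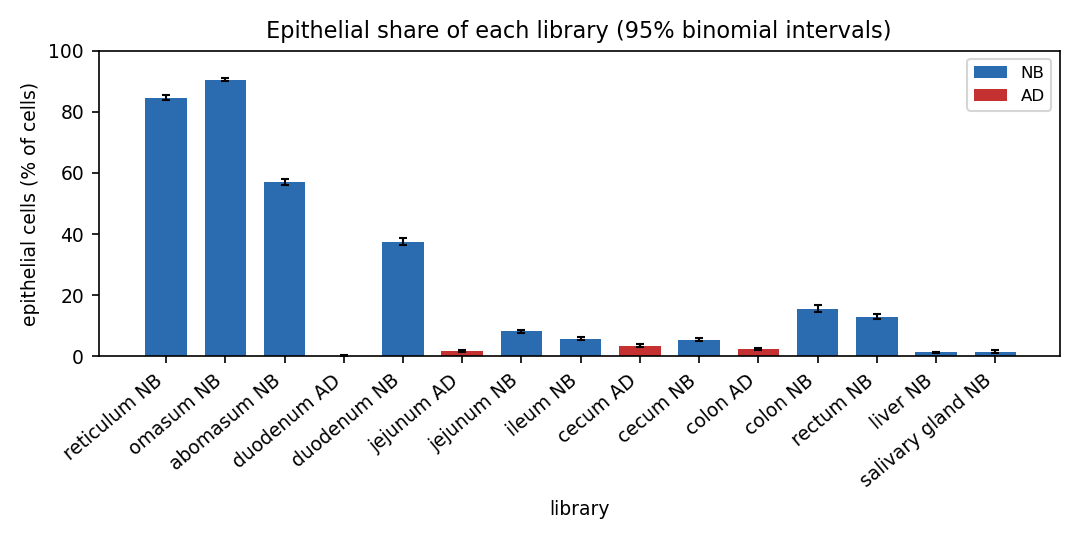
Epithelial cells as a share (%) of the kept cells of each of the 15 libraries, NB in blue and AD in red, with exact binomial 95% intervals. The AD duodenum has the lowest share, 0.221%, and the NB omasum the highest, 90.6%.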

Firstly, we compared the epithelial cell differentiation states between NB and AD cattle by calculating the single-cell entropy using the SLICE algorithm [11]. The results showed that there was no significant difference in the entropy of epithelial cells of the jejunum, ileum, liver, salivary gland, and mammary gland tissues between the 2 groups (Fig. 3D). 

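The gene similarity matrix that SLICE needs is not among the deposited files, so another entropy was computed: the Shannon entropy, in bits, of the distribution of a cell's UMIs over genes. Each cell was first thinned at random to 1000 UMIs, which sets the depth of all cells equal. In jejunum the entropy was 7.60 ± 1.10 bits (SD over 951 NB cells) and 8.36 ± 0.553 bits (SD over 168 AD cells). The NB mean minus the AD mean was -0.76 bits, and the NB median minus the AD median was -0.31 bits. These SDs describe cells of 1 library each, not animals. The AD cells were mostly tuft-like (105 cells, 8.55 bits), while the NB cells included goblet-like cells (195 cells, 5.92 bits), which have no AD counterpart here. Within stem or transit-amplifying-like cells the NB mean was the higher, 8.35 bits (336 cells) against 8.05 (55 cells). In the NB ileum the entropy was 7.62 ± 0.904 bits, in the NB liver 8.56 ± 0.285 bits, and in the NB salivary gland 7.85 ± 0.726 bits.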

Interestingly, when compared with the AD group, NB epithelial cells from the abomasum and some gut tissues (duodenum, cecum, colon, and rectum) showed significantly lower entropy (*P* < 0.0001), while the forestomach (rumen, reticulum, and omasum) epithelial cells had significantly higher (*P* < 1.0 × 10^−200^) entropy in the NB groups (Fig. 3D). 

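With the entropy described above, NB epithelial cells had 7.46 ± 1.21 bits in duodenum (2799 cells) and AD epithelial cells 8.11 ± 0.429 bits (20 cells). In cecum the values were 6.55 ± 1.38 bits (312 NB cells) and 8.05 ± 0.484 bits (298 AD cells), and in colon 7.63 ± 0.767 bits (678 NB cells) and 8.23 ± 0.493 bits (180 AD cells). NB minus AD was -0.65 bits in duodenum, -1.50 in cecum, and -0.60 in colon. The difference was negative in all 4 tissues under each of the 8 alternatives set in advance. Of these, enterocyte-like cells alone moved it most, to -2.98 bits in cecum, and for duodenum that setting leaves 6 AD cells. The mitochondrial filter under 10% brought it nearest to 0, at -0.15 bits in duodenum, where 971 NB and 12 AD cells were used. With that filter it was also smaller in size in cecum (-0.76 bits), but larger in jejunum (-1.18) and colon (-0.725). When the genes above 1% of UMIs in either library were left out, a setting chosen after seeing the data, the difference became 0.0086 bits in duodenum and 0.12 in cecum and stayed negative in colon at -0.36. The 10 most abundant genes of a cell held a mean of 33.6% of its UMIs in the NB duodenum and 21.0% in the AD duodenum, and 46.1% and 25.8% in cecum. In the NB abomasum the entropy was 5.77 ± 1.74 bits, in the NB rectum 6.48 ± 1.45, in the NB reticulum 8.29 ± 0.316, and in the NB omasum 8.25 ± 0.218 (SD over cells).

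**Figure D3:**
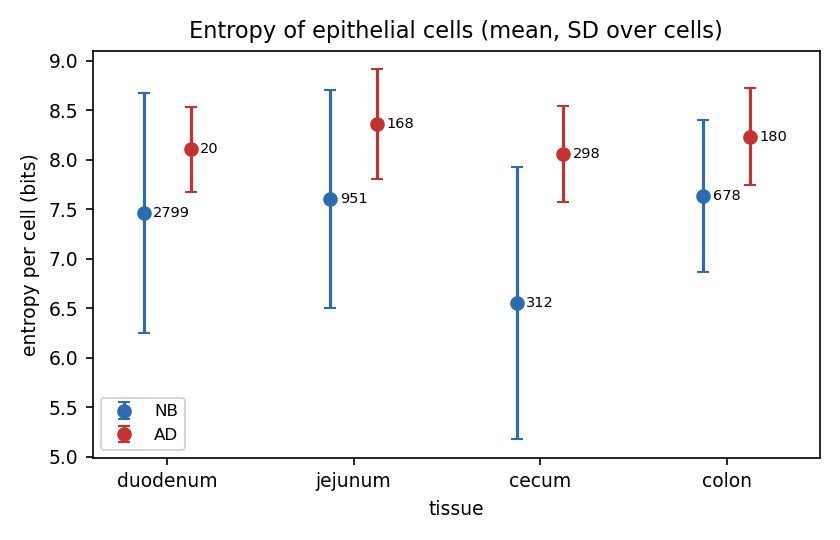
Mean entropy per cell in bits of the epithelial cells of 4 tissues, NB in blue and AD in red; bars are the SD over cells and the printed numbers are the cells used. The NB mean lies below the AD mean in each of the 4 tissues.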

Higher entropy is associated with larger cell stemness and functional uncertainty [11]. These results suggest that the high differentiation potential of forestomach epithelial cells at NB stage is likely the origin of the drastic changes in organ development and functional transition from preruminating to ruminating.

**Fig. 3.**
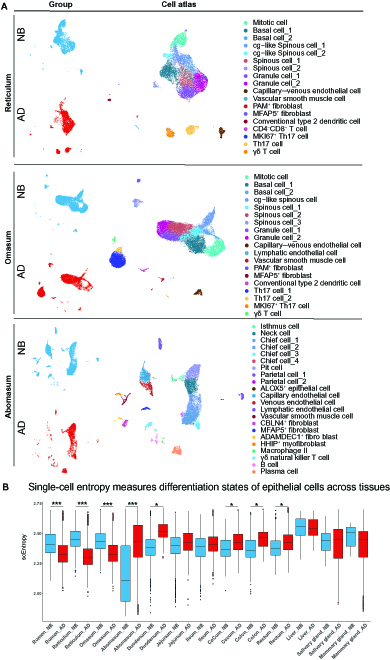
Dynamics of cell composition and cell stemness in tissue types between newborn (NB) and adult (AD) cattle. (A) Cell atlases of all cell types in each tissue among the 2 groups (NB, blue; AD, red). (B) Single-cell entropy of epithelial cells in each NB and AD tissue pair. *P* value < 0.0001 as the threshold for significance. * and *** represent *P* < 0.0001, *P* < 1.0 × 10^−100^, and *P* < 1.0 × 10^−200^, respectively.

The forestomach tissues undergo rapid growth and development after birth. A previous study found that the most significant transcriptional differences between NB and AD ruminants were observed in the forestomach tissues by exploring transcriptomes of the entire GIT tissues during the transition from preruminant to ruminant [19]. However, which cell types drive the differences in transcriptional plasticity between NB and AD forestomach tissues remains unknown. Therefore, we next examined forestomach tissues to further explore cell stemness at the epithelial cell-subtype level. By comparing the single-cell entropy of the epithelial cell subtypes between NB and AD groups in the rumen (Fig. 4A), reticulum (Fig. 4B), and omasum (Fig. 4C), we found that almost all the epithelial cell subtypes in the NB group had significantly higher entropy than in the AD group in these 3 tissues. Remarkably, the mitotic cells (MCs; highly expressing *MKI67* and *KRT14*) had the highest entropy among all the epithelial cell subtypes in these 3 tissues. 

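The mitotic clusters were identified on the NB side by *MKI67* (ENSBTAG00000002444) and *KRT14*. In the NB reticulum, MC had 8.41 ± 0.336 bits (1177 cells, 14 of them under 1000 UMIs and left out) and the other epithelial cells 8.26 ± 0.306 bits, a difference of 0.15 bits. In the NB omasum the values were 8.48 ± 0.192 bits (1424 cells) and 8.21 ± 0.197 bits, a difference of 0.27 bits. Both differences were positive under all 10 alternatives tried. By cluster, the larger mitotic cluster of the NB reticulum had 8.44 bits and ranked 2 of 10, below a cluster with 8.45 bits, of whose cells 33.1% had *MKI67*. Without thinning it ranked 1, with 9.66 bits against 9.62. A small cluster of 117 cells that was also named mitotic, with median UMIs of 1535 and *MKI67* in 20.5% of its cells, ranked 6, and without thinning it ranked 10 of 10. In the NB omasum the mitotic clusters ranked 1 and 2.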

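In NB reticulum and NB omasum, epithelial cells with at least 1 UMI of both *MKI67* and *KRT14* were compared with the other epithelial cells for a list of 46 nuclear division genes without *MKI67*. The median log2 ratio of CPM was 2.34 in reticulum (1942 against 3976 cells) and 3.22 in omasum (2270 against 6786 cells), and all 46 genes were higher in both. The median over all genes above 10 CPM was 0.12 in each library, and no median of 10000 random lists of the same size and expression was as high. The cells with *MKI67* were deeper, with median UMIs of 13562 against 8466.5 in reticulum and 12329.5 against 8463 in omasum. The cells were chosen by a division gene, so higher values of the other division genes are partly built into the comparison.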

The gene set enrichment analysis (GSEA) also showed that MC had a high potential for cell division (Fig. 4D and E). The random forest classification revealed that the MC in the reticulum and omasum had similar identities (98.5% and 99.5%, respectively) to those in the rumen (Fig. 4F and G). By assessing the similarities of epithelial cell subtypes in the forestomach tissues using the MetaNeighbour analysis [20], we also observed that the gene expression patterns of MC clusters were conserved among the rumen, reticulum, and omasum at both NB and AD stages (area under the receiver operating characteristics [AUROC] score ≥ 0.95; Fig. S6). In addition to MC clusters, only 2 and 3 cell type clusters were conserved across the rumen, reticulum, and omasum at the NB and AD stages, respectively (AUROC score ≥ 0.95; Fig. S6). 

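Similarity on the NB side was scored between reticulum and omasum by neighbor voting after MetaNeighbor, with 1309 variable genes shared by the libraries. The AUROC of the mitotic cells of the 2 tissues was 0.941 (1177 reticulum and 1424 omasum cells), and the next highest AUROC of the reticulum mitotic cells was 0.636. The 1177 cells include the small cluster of 117 cells with median UMIs of 1535, and the AUROC without it was not computed. Of 108 pairs of clusters, 2 reached 0.95, both with 1 reticulum cluster. The AUROC of the mitotic cells was 0.974 at Leiden resolution 0.5 and 0.962 at resolution 2, where the next highest AUROC of the reticulum mitotic cells rose to 0.874. It was 0.961 without the upper limit on genes and 0.891 with cell cycle genes left out.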

In other words, the similarities of most epithelial cell subtypes among the rumen, reticulum, and omasum were not conserved at both NB and AD stages (AUROC score < 0.95; Fig. S6) although the forestomach tissues are composed of the similar stratified squamous epithelium.

**Fig. 4.**
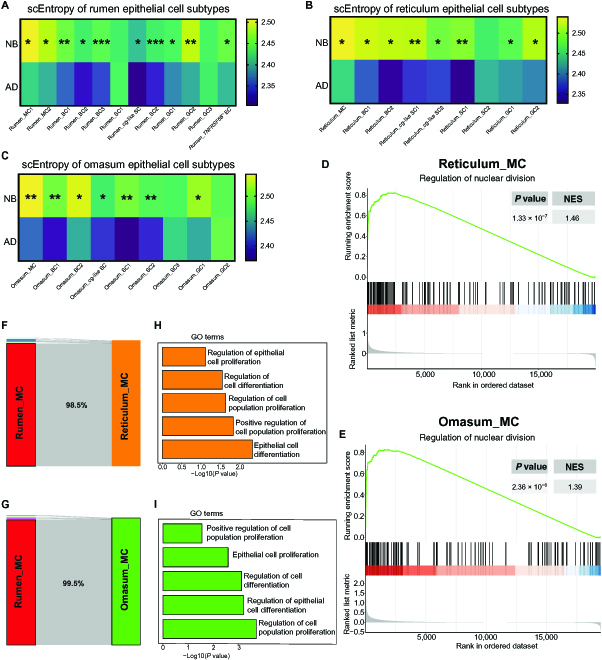
Dynamics of cell stemness in the epithelial cell subtypes of forestomach tissues between newborn (NB) and adult (AD) cattle. (A to C) Heatmap showing the single-cell entropy of epithelial cell subtypes in the NB and AD rumen (A), reticulum (B), and omasum (C) tissue pair. *P* value < 0.0001 as the threshold for significance. *, **, and *** represent *P* < 0.0001, *P* < 1.0 × 10^−100^, and *P* < 1.0 × 10^−200^, respectively. (D and E) GSEA identified the biological processes enriched in the mitotic cells (MCs) of the reticulum (D) and omasum (E) tissues. (F and G) The random forest classification of MC from reticulum (F) and omasum (G) tissues using MC from rumen samples as a training class. (H and I) Representative upregulated Gene Ontology (GO) terms in the MC of NB reticulum (H) and NB omasum (J). BC, basal cell; GC, granule cell; SC, spinous cell.

Herein, to further unveil the molecular events associated with differentiation states within the MC, the differentially expressed genes (DEGs) were identified in NB and AD cattle. The upregulated DEGs of the MCs in the reticulum and omasum were enriched in the epithelial cell differentiation and cell proliferation, which is consistent with our previous findings in the rumen tissue [21]. Thus, the MC in forestomach tissue may possess different differentiation patterns in the early postnatal period compared with adulthood. To confirm this, we then performed pseudotime analysis of the reticulum epithelial cell subtypes and found that the MC of both NB and AD were located at the starting point of the differentiation trajectories (Fig. 5A and B), suggesting that MC could maintain continuous regeneration of stratified epithelium. Moreover, 2 bifurcations were displayed in the NB MC (Fig. 5A) but only 1 in the AD MC (Fig. 5B), indicating that the former MC might have more diverse differentiation patterns.

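Diffusion pseudotime over 5918 NB reticulum epithelial cells in 10 clusters was used in place of Monocle3. With the root placed in the larger mitotic cluster, that cluster is first by construction. The smaller mitotic cluster came 6 of 10, and the Spearman correlation across cells between pseudotime and the granule minus basal cell marker level was 0.036. With the root in a basal cluster, the setting that moved this correlation most, it was 0.263, and the mitotic clusters came 7 and 9. The tree of cluster connections had 1 branch point and 3 ends, and with 15 principal components it had 2 branch points and 4 ends. The larger mitotic cluster was itself an end of the tree, with a strongest connection of 0.254. From the place of MC at the start, the paper proposes that MC maintain regeneration of the stratified epithelium, and from the bifurcations it proposes that NB MC have more diverse differentiation patterns.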

**Fig. 5.**
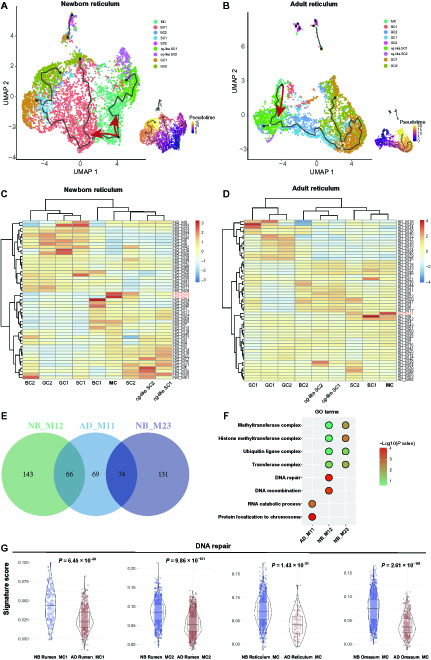
Differences of the MC differentiation patterns between newborn (NB) and adult (AD) forestomach tissues. (A and B) Pseudotime trajectory analysis corresponds to the differentiation of epithelial cells in the NB reticulum (A) and AD reticulum (B). (C and D) Gene modules that change as cells progress along the trajectory of NB reticulum (C) and AD reticulum (D). The colors from blue to red indicate low to high aggregate module scores. (E) Venn diagram shows unique genes of the AD_ M11, NB_M12, and NB_M23 when compared with each other. (F) Representative upregulated GO terms of unique genes in the AD_ M11, NB_M12, and NB_M23. (G) Gene scoring analysis for MCs in the NB and AD groups of forestomach tissues using the “DNA repair” gene set. BC, basal cell; GC, granule cell; SC, spinous cell.

Finally, we explored modules of coregulated genes that were differentially expressed in the different paths through the trajectories. We identified 51 (NB_M1-M51) and 56 gene modules (AD_M1-M56) in the differentiation trajectories of NB and AD groups, respectively (Fig. 5C and D). The NB_M12 and NB_M23 were enriched in the NB MC (Fig. 5C), and the AD_M11 was enriched in the AD MC (Fig. 5D). Interestingly, compared with each other, AD_M11, NB_M12, and NB_M23 had many unique genes (Fig. 5E). 

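Lists of DNA repair and methyltransferase complex genes were compared between the epithelial cells of NB reticulum with and without UMIs of *MKI67* and *KRT14*. The paper instead compares MC between the NB and AD stages, with its own gene sets. No AD reticulum was held here, so these values do not bear on a difference between stages. The cells were chosen by a division gene, so higher values of genes that rise with division are partly built in. The repair genes were split in advance into genes linked to DNA replication and other repair genes. The 35 replication-linked genes had a median log2 ratio of 0.38, with 31 higher in the cells with *MKI67*, above all random lists matched on expression, of which the middle 95% lay between -0.017 and 0.18. The 55 other repair genes had a median of 0.093 with 37 higher, which ranked at percentile 67.8 of such lists. The 57 methyltransferase complex genes had a median of 0.25 with 50 higher, at percentile 99.98. *EZH2* (ENSBTAG00000009426), of this list, had 94.1 CPM (interval 90.4 to 97.8) against 41.3 CPM (interval 39.3 to 43.4). In NB omasum the medians of the 3 lists were 0.87, 0.14, and 0.24.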

The unique genes of NB_M12 and NB_M23 were enriched in DNA repair and methyltransferase complex, respectively (Fig. 5F). Gene set score analysis also showed that the MC in the NB group had high DNA repair (Fig. 5G). The higher activities of DNA repair and epigenetic modification may help to explain the high transcriptional plasticity observed in NB MC.

### Microbiota-dependent transcriptional plasticity in the forestomach tissues of NB cattle

In addition to the regulation of the host itself, early development of the rumen was also triggered by commensal microbes [7]. A recent study has suggested that during early life development, the host epigenetic modification (DNA methylation) by symbiotic microbiota represents a fundamental and broad level of regulation [22]. As outlined above, we found that the MC transcriptional plasticity was associated with the activity of methyltransferase complex in the forestomach tissues of NB cattle. Therefore, we next aimed at exploring mucosal microbiota involved in DNA methylation of host cells. Firstly, we accomplished 16S ribosomal RNA (rRNA) gene sequencing to analyze the mucosal bacteria in the forestomach tissues at NB and AD stages. We found that the mucosal bacterial profiles of NB and AD were distantly clustered by a principal coordinates analysis plot from the rumen, reticulum, and omasum tissues (Fig. 6A to C). At the genus level, we found that 5, 5, and 8 bacteria genera showed higher relative abundances in the rumen, reticulum, and omasum of NB calves, respectively (Fig. S7), of which 3 (*Megasphaera*, *Streptococcus*, and *Enterococcus*) were shared by the rumen, reticulum, and omasum of NB calves.

**Fig. 6.**
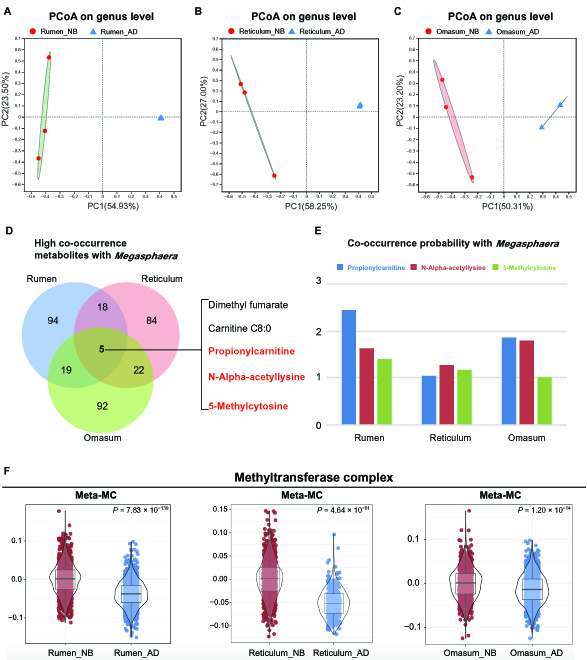
*Megasphaera*-associated metabolites and cell types in the forestomach. (A to C) Principal coordinates analysis (PCoA) profile of epithelial bacterial diversity between adult (AD) and newborn (NB) groups in the rumen (A), reticulum (B), and omasum (C). (D) The Venn diagram represents the overlaps of the metabolites that have high co-occurrence probabilities with *Megasphaera* among the rumen, reticulum, and omasum. (E) The co-occurrence probabilities of the 3 metabolites in the rumen, reticulum, and omasum. (F) Gene scoring analysis of Meta-MC between NB and AD groups using the methyltransferase complex gene set in the rumen, reticulum, and omasum.

*Streptococcus* includes facultatively anaerobic bacteria that could participate in the creation of a reduced environment for anaerobic microbiota [23,24], which might facilitate early colonization of anaerobic microbiota in the forestomach tissues of calves after birth. Emerging evidence has suggested that *Megasphaera* was associated with the development of calf rumen epithelium [7,8]. Thus, we next performed a metabolomics analysis in NB and AD forestomach mucosal tissues (see Materials and Methods), and identified 718, 722, and 722 metabolites in the rumen, reticulum, and omasum, respectively (Tables S4 and S5). Then, we used a microbe-metabolite vectors (mmvec) neural network analysis [25] to identify the *Megasphaera*–host interaction by calculating the co-occurrence probabilities between the *Megasphaera* genus and metabolites in the forestomach mucosal tissues (see Materials and Methods). We found that 136, 129, and 138 metabolites had high co-occurrence probabilities (the inferred conditional probabilities > 1) with the *Megasphaera* genus in the rumen, reticulum, and omasum, respectively (Table S6). Only 5 metabolites, including the dimethyl fumarate, carnitine C8:0, propionylcarnitine, N-Alpha-acetyllysine, and 5-methylcytosine, showed high co-occurrence probabilities with the *Megasphaera* genus and were shared in the rumen, reticulum, and omasum (Fig. 6D and E). Three of them (propionylcarnitine, N-Alpha-acetyllysine, and 5-methylcytosine) are microbiota-dependent metabolites according to a reference library of microbiota-dependent metabolites [26]. Finally, we performed a gene set score analysis to calculate the molecular signature scores of methyltransferase complex gene sets of MCs from NB and AD in the forestomach tissues. The results showed that MCs in the NB group had high methyltransferase complex scores compared with the AD group in the forestomach tissues (Fig. 6F). Thus, the *Megasphaera* genus may regulate the transcriptional plasticity of forestomach epithelial cells by epigenetic regulation in NB calves. Further studies to reveal the underlying molecular mechanisms are required.

### Age- and species-specific novel cell type enables cell stemness maintenance in NB cattle

In addition to the forestomach tissues, the function of the liver also undergoes dramatic changes during postnatal functional maturation in ruminants. The physiological changes in the liver of NB and AD cattle could be observed and appreciated obviously [4]; however, the driving factors remain poorly understood. After analyzing liver tissues from NB and AD, we found a previously undescribed cell type, the *STOML3^+^* cell, in the liver of NB cattle (Fig. 7A and B). 

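In the NB liver library of 11423 cells, the cluster with the highest *STOML3* (ENSBTAG00000018232) held 57 cells with median UMIs of 6338. *STOML3* was seen in all 57 and 2 UMIs or more in 50 of them. Outside the cluster, 19 cells had a UMI of *STOML3*. Under the alternatives tried, the number was between 54 (cells with at least 2 UMIs) and 76 (cells with at least 1). When *STOML3*, *HOXA9*, *MFAP2*, *INKA1*, and *TGFB2* were left out of the variable genes, a cluster of 56 cells was found, all of them among the 57.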

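Similarity between NB liver clusters was computed as the Pearson correlation of log2(CPM + 1) over 2000 variable genes, across genes of 1 library. The *STOML3+* cells were nearest to a T or NK-like cluster of 2400 cells (r = 0.766), and all 19 immune or unnamed clusters had r of 0.647 or above. The correlation was 0.549 with hepatocyte-like cells (17 cells), 0.511 with endothelial-like cells (124), and 0.411 with a cluster of bile duct and hepatocyte-like cells (132), which ranked 20, 21, and 22 of 22. The difference between the bile duct cluster and the nearest immune cluster was -0.355. Over all 11318 genes above 10 CPM it was -0.204, the setting nearest to 0, and the bile duct cluster ranked 21. By average linkage the *STOML3+* cells joined a group of 6 T or NK-like clusters first.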

When the similarities between liver cell types were compared using the hierarchical cluster analysis, the *STOML3^+^* cell clustered much closer to cholangiocytes, hepatocytes, and lymphatic endothelial cells than to other cell types (Fig. 7A). This cell type has many highly expressed marker genes, such as *STOML3*, *HOXA9*, *MFAP2*, *INKA1*, and *TGFB2* (Fig. 7C), suggesting that it may have a cell stemness maintenance function. For example, *HOXA9* is involved in regulating cell stemness [27]. Similarly, *INKA1* is a promoter of stem cell latency [28]. 

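The levels of these genes were taken from the cluster made without them, which has 56 cells, and compared with the highest other cell type of the NB liver. *STOML3* had 707 CPM (interval 625 to 797) against 3.58 in dendritic-like cells. *HOXA9* (ENSBTAG00000053595) had 347 CPM (290 to 412) against 9.82 in B or plasma-like cells. *MFAP2* (ENSBTAG00000003832) had 342 CPM (285 to 406) against 66.7 in endothelial-like cells, and *TGFB2* (ENSBTAG00000005359) 199 CPM (156 to 249) against 21.3 (9.21 to 42.0). *INKA1* (ENSBTAG00000012322) had 225 CPM (180 to 278) against 165 in endothelial-like cells (127 to 212), intervals that overlap. For *STOML3* and *HOXA9* the level was more than 10 times that of every other type. *HOXA9* was seen in 83.9% of these cells (median UMIs 6302) and in 3.75% of B or plasma-like cells (4653.5). After thinning to 1000 UMIs, which moved *INKA1* most for its size, its log2 ratio went from 0.43 to 1.34. From these marker genes, the paper proposes a role in stemness maintenance.

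**Figure D4:**
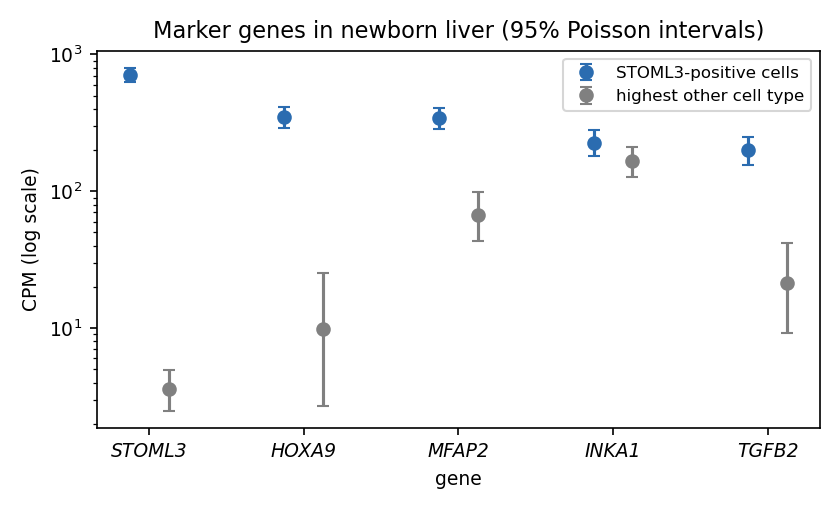
Level of 5 genes in CPM (log axis) in the *STOML3+* cells of NB liver (blue) and in the highest other cell type of the same library (grey), with exact Poisson 95% intervals. The blue and grey intervals are apart for each gene except *INKA1*.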

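The ligand gene *KITLG* (ENSBTAG00000017549) and the receptor gene *KIT* (ENSBTAG00000002699) were measured in the NB liver cell types, since CellChat reads the levels of both. *KIT* was highest in the *STOML3+* cells, with 164 CPM (interval 126 to 209), followed by the bile duct and hepatocyte-like cluster with 72.5 CPM (56.3 to 91.9). By the share of cells with a UMI after thinning to 1000 UMIs, the *STOML3+* cells stayed first of 12 groups (17.5%), and the bile duct and hepatocyte-like cluster came 6 (3.79%). It was seen in 61.4% of the *STOML3+* cells and, as a background, in 0.653% of macrophage or monocyte-like cells, which were deeper (median UMIs 8226). *KITLG* had 0 UMIs in the 57 *STOML3+* cells, which gave 390104 UMIs in all, so that its interval reaches 9.46 CPM. It was highest in endothelial-like cells, with 40.0 CPM (22.4 to 66.0, 15 UMIs), and had 5.33 CPM (1.73 to 12.4, 5 UMIs) in the bile duct and hepatocyte-like cluster. No UMI of *KITLG* was seen in the other 9 cell groups.

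**Figure D5:**
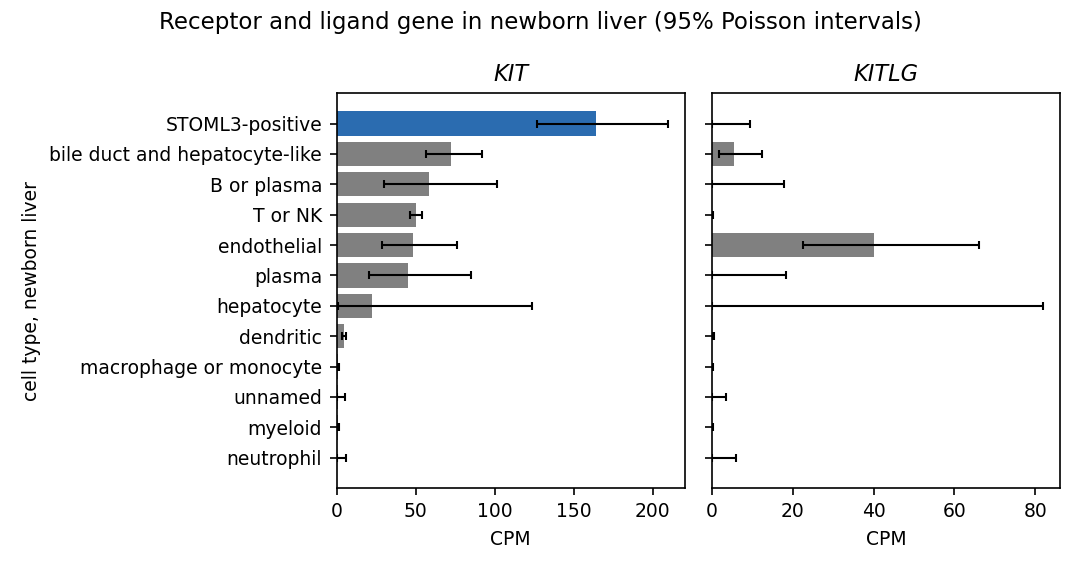
*KIT* (left) and *KITLG* (right) in CPM in the cell types of NB liver, with exact Poisson 95% intervals; the *STOML3+* cells are in blue. *KIT* is highest in the *STOML3+* cells, and *KITLG* in endothelial-like cells.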

By constructing ligand–receptor interaction maps using the CellChat [29], we found that the *STOML3^+^* cell predominantly interacts with itself and a cholangiocyte through KIT signaling (Fig. 7D). KIT signaling has been uncovered to be involved in the differentiation, proliferation, and migration of many cell types and thereby plays an important role in stem cell maintenance [30]. Collectively, this novel cell type found in NB liver tissue may contribute to the maintenance of cell stemness in the hepatic microenvironment.

**Fig. 7.**
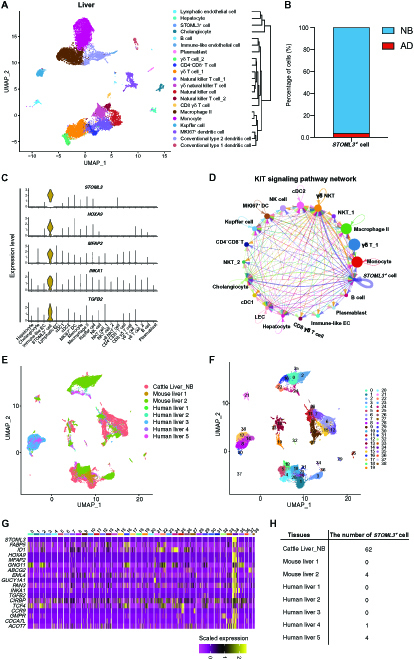
The *STOML3^+^* cell enables cell stemness maintenance in the newborn (NB) liver. (A) Uniform manifold approximation and projection (UMAP) maps of the liver tissues and the results of hierarchical cluster analysis of cell types on the right panel. (B) The bar graph shows that the *STOML3^+^* cell is specifically present in the NB liver. (C) The violin plot shows the representative marker genes of the *STOML3^+^* cell. (D) The inferred KIT signaling networks in the NB liver single-cell dataset. The circle sizes and edge width represent proportional to the number of cells in each cell group and the communication probability, respectively. (E and F) UMAP plot of liver cells from different species, colored by species tissues (E) and cell clusters (F). (G) The heatmap shows the representative marker genes used to identify the *STOML3^+^* cell among the cell clusters. (H) The numbers of the *STOML3^+^* cell in the cattle, human, and mouse liver datasets. DC, dendritic cell; cDC1, conventional type 1 dendritic cell; cDC2, conventional type 2 dendritic cell; NK, natural killer; NKT, natural killer T; LEC, lymphatic endothelial cell.

Since NB calves are considered functionally monogastric animals and their liver tissues have many functions that were similar to that in monogastric species [4,31], thus, we next explored by cross-species comparison based on single-cell transcriptomics whether the *STOML3^+^* cell also exists in human and mouse liver tissues (see Materials and Methods). We integrated 5 human [32] and 2 mouse liver single-cell datasets [33] with our NB cattle liver dataset and then performed Seurat clustering analysis. The UMAP projection of cells showed a certain extent of cell population variance across cattle, human, and mouse liver tissues (Fig. 7E). In total, we identified 39 distinct clusters (Fig. 7F), and cluster 34 was identified as the *STOML3^+^* cell on the basis of highly expressed marker genes (Fig. 7G). 

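On the cattle side, the other 13 genes of Fig. 7G were measured in the 56 *STOML3+* cells of the NB liver library alone. For 9 of them the level was higher than in every other cell type of the library, and *CCR9* stood out with 185 CPM (interval 145 to 234) against 2.45 in B or plasma-like cells. For the other 4, *ID1*, *GNG11*, *GUCY1A1*, and *TCF4*, another cell type had the higher level. *GNG11* had 509 CPM (439 to 586) against 1536 in the bile duct and hepatocyte-like cluster.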

Interestingly, the *STOML3^+^* cell was mainly observed in NB cattle liver tissue and was almost absent in human and mouse liver tissues (Fig. 7H). Although 4 and 5 cells belonging to the *STOML3*^+^ cell cluster were observed in the mouse and human liver tissues, respectively, however, they were regarded as mislabeled cells because of the unexpressing marker genes *STOML3*, *MFAP2*, *INKA1*, and, *TGFB2*. This is a predictable artifact of the annotation scheme because entire clusters instead of individual cells were annotated in each tissue. Sufficiently small populations of cells that were algorithmically grouped with a more populous cell type will be misannotated [34]. These results indicate that the *STOML3^+^* cell did not exist in human and mouse liver tissues and could be NB calves-specific. Further deeper understanding of the *STOML3^+^* cells is required in the future.

## Discussion

Constructing age-dependent cell atlases for 13 different cattle tissues provided a comprehensive understanding of cell compositions and their dynamic changes. We observed the landmarks of single-cell gene expression in different bovine tissues to systematically annotate the cattle cell types and established the CCL website (http://cattlecelllandscape.zju.edu.cn) for free access to substantial cell-type-specific gene markers, which may become a valuable reference source in the effective annotation of cell types for the broad research community.

In the life of ruminants, one of the most important physiological transformations is from the preruminating to the ruminating stage. Several studies have attempted to identify the underlying molecular mechanisms mediating postnatal maturation of ruminating calves using bulk RNA sequencing [7,35]; however, these studies only focused on the rumen and offered some opposite findings. As an example, Connor et al. [35] found that the *PPARA* was a vital gene for the rumen epithelial development during the transition from preruminating to ruminating, but in the study of Malmuthuge et al. [7], the *PPARA* did not exhibit a pattern of temporal expression with calf age. Those differences may be attributed to cell heterogeneity at the transcriptomic level. Moreover, the complicated biological process from preruminating to ruminating states is likely orchestrated by several tissues. In addition to the rumen, the reticulum, omasum, abomasum, small and large intestine tissues, and other metabolic tissues undergo wide transformation on the gene expression and physiological functions during this process [4,5,18]. In the current study involving the cell stemness of epithelial cells across 13 cattle tissue types, we observed that the abomasum, duodenum, cecum, colon, and rectum had lower entropy (low cell stemness) in the NB stage compared with the AD stage. The lower entropy represents a skewed distribution of expressed genes in functional gene clusters of individual cells that are associated with well-defined cell fates and functionalities [11]. As such, the abomasum and intestinal tissues (duodenum, cecum, colon, and rectum) may undergo rapid functional specificity after birth to be physiologically adapted to colostrum and milk.

Contrary to the results in the abomasum and intestinal tissues, our results showed that in the early postnatal period, higher levels of cell stemness were measured in the forestomach (rumen, reticulum, and omasum) epithelial cells. Organogenesis of complex organisms is dependent on stemness states of individual cells [10,11]. The high level of cell stemness of the forestomach epithelial cells at the NB stage may be necessary for the marked morphological and functional changes of these organs after birth. As far as we know, no studies have reported the difference in stemness states between epithelial cells of NB and AD cattle because traditionally the cellular stemness status is measured on the basis of the expression level of known differentiation markers [10,11] or by the cellular morphological features [36], in which the unique cellular differentiation markers of bovine cell lineages remain underinvestigated [12,13]. On the basis of the newly acquired single-cell data, we uncovered that MCs (epithelial progenitor-like cells) in the forestomach tissues (rumen, reticulum, and omasum) had the highest stemness and showed more diverse differentiation patterns in the NB stage, indicating that the rapid tissue development in the early postnatal life of calves was cell-type-driven. The higher activities of the epigenetic modification of these cells suggest that the epigenetic status is involved in the process of forestomach postnatal development because each cell has its differentiation patterns that are influenced by its epigenetic status [37]. Taken together, our results offer an age-dependent multitissue representation paradigm of cell stemness plasticity, which is associated with the major functional conversion from the abomasum and gut to the forestomach that is considered to be the basis of maturation of the ruminating system. Further analyses are required to verify the proposed impacts of cell stemness plasticity observed in our current study and the exact molecular mechanisms.

By integrating microbial metagenomics and host transcriptomics, a previous study revealed that parts of the host mRNA transcripts were responsive to commensal microbes during the early development of the rumen [7]. In the current study, by integrating epithelial microbiome, metabolome, and single-cell transcriptome, we found that the involvement of the mucosal *Megasphaera* genus in the proliferation and development of the epithelium may be related to propionylcarnitine, N-Alpha-acetyllysine, and 5-methylcytosine in the rumen, reticulum, and omasum tissues of NB calves. The synthesis of propionylcarnitine requires the participation of lysine and its derivatives, and the propionylcarnitine improves endothelial cell function, in enhancing the blood flow of the blood vessels [38], thereby supporting nutrient supply and utilization. This may closely relate to calf forestomach epithelial tissue growth because the nutrient supply of cells in the forestomach tissues that have not yet matured up to rumination function depends on nutrient transport in blood vessels. DNA methylation plays a vital physiological role in the regulation of gene expression of cells [39]. The *Megasphaera* genus had a high co-occurrence probability with 5-methylcytosine, and epithelial progenitor-like cells had higher activity of the methyltransferase complex, implying that the *Megasphaera* genus may participate in regulation of differentiation and proliferation of epithelial progenitor-like cells in the NB rumen, reticulum, and omasum tissues by epigenetic regulation. In addition, the *Megasphaera* can convert lactate into butyrate (1 kind of short-chain fatty acid) that is responsible for modulating the ten-eleven translocation methylcytosine dioxygenase enzymatic activity that are involved in DNA methylation by affecting TCA intermediates [22,40]. However, more studies are required to unravel the underlying molecular mechanism.

In the time of the early life stage of calves, the GIT is continually communicating with other organs, such as liver [18]. Although the liver of NB ruminants has many functions that were similar to that of monogastric species [31], we found an NB cattle-specific cell type, the *STOML3^+^* cell, which plays a crucial role in stemness maintenance of itself and cholangiocytes. Cholangiocytes are highly dynamic epithelial cells, and their functional physiological modification of hepatocyte-derived bile is a functional response of the liver to diets [41]. As such, cross-talks between the *STOML3^+^* cell and the cholangiocyte may contribute to accommodating digestive adaptations during the transition period. Why *STOML3^+^* cell only exists in cattle liver in the early postnatal period and whether it affects the liver maturation process in response to GIT development warrant further investigations.

There are certain limitations in our current study, which need additional experimental work and new tools. Although a previous study reported that rumen epithelial tissues of calves before and after weaning and corresponding cell clusters were generally similar [42], more tissue-type samples from different time points should be collected and analyzed for an even better understanding of the process. The comprehensive marker genes of the *STOML3^+^* cell were developed in our study. However, we failed to verify the *STOML3^+^* cell by performing the immunohistochemistry experiments using polyclonal antibodies against humans since useful immunohistochemistry reagents (polyclonal or monoclonal antibodies) with specificity to bovine cells are absent, but we believe that this issue will be solved in near future.

Taken together, we delineated a comprehensive single-cell compendium covering 13 tissue types of NB and AD cattle. We have identified cell heterogeneity for many tissues that have not been well characterized yet and constructed the CCL website to explore in detail the results of single-cell datasets in different bovine tissue types. Moreover, the alterations in cell type composition, cell-cell communication, and cell stemness on multiple temporal and spatial scales were observed, collectively providing novel and fundamental insights into postnatal ruminating maturity.

## Materials and Methods

### Experimental animals

All the experimental procedures were approved by the Animal Care Committee at Zhejiang University (Hangzhou, China). scRNA-seq datasets from AD rumen, reticulum, omasum, abomasum, ileum, rectum, liver, salivary gland, and mammary gland were obtained from our previous study [17]. The AD duodenum, jejunum, cecum, and colon were collected from a single lactating Holstein dairy cow. Three NB calves of similar weight were humanely euthanized in a surgery room to collect the tissue samples. Clinical information on all the animals is available in Table S1.

### Single-cell suspension preparation and RNA sequencing

The AD duodenum, jejunum, cecum, and colon samples and the NB reticulum, omasum, abomasum, duodenum, jejunum, ileum, cecum, colon, rectum, liver, and salivary gland tissue samples were freshly collected from the cattle that were humanely euthanized.

After removal of the outer muscle layers, the AD duodenum, jejunum, cecum, and colon tissue samples were cut into 1-mm pieces and treated with different enzymes for different durations: the duodenum and cecum samples were dissociated using the Lamina Propria Dissociation Kit (Miltenyi Biotec) for 30 min at 37 °C; the jejunum and colon samples were dissociated using the Multi Tissue Dissociation Kit 2 (Miltenyi Biotec) for 41 min at 37 °C. Then, 10% of fetal bovine serum (FBS) was added to stop the digestion, followed by a step of filtration with the 40-μm sieve. Next, after centrifugation at 300 × g for 5 min at 4 °C and after washing with 1× Dulbecco’s phosphate-buffered saline (DPBS) containing 2% FBS and 0.2 mM EDTA, the samples were treated with Red Blood Cell Lysis Solution (Miltenyi Biotech) for 2 min. Dissociated cells were washed with 1× DPBS containing 2% FBS and 0.2 mM EDTA, centrifuged at 300 × g for 5 min at 4 °C, and resuspended in 1× DPBS containing 10% FBS and 0.2 mM EDTA.

To prepare the single-cell suspensions of the NB reticulum, omasum, abomasum, small intestines (duodenum, jejunum, and ileum), and large intestines (cecum, colon, and rectum) tissue samples, we referred to the protocols of our previous study [17]. Specifically, we first removed the muscle layers of samples and then chopped the samples into 10 × 0.5 mm^2^ pieces. After incubating with 20 mM EDTA for 30 min at 37 °C, samples were rinsed with DPBS and minced into 1-mm pieces. Tissue samples were incubated in a 37 °C water bath for 5 min with 0.25% Trypsin-EDTA (Gibco) and then placed in ice for 2 min, while the digestion was stopped by adding the prechilled Hank’s balanced salt solution (HBSS). Samples were centrifuged at 4 °C for 2 min with 300 × g and removed the supernatant and then washed twice with cold HBSS. Next, for the NB reticulum, omasum, and abomasum samples, the multiple enzymes (1.5 mg/ml collagenase IV, 1.5 mg/ml collagenase I, 100 U/ml hyaluronidase, 50 U/ml deoxyribonuclease I [DNase I], and 1.5 mg/ml dispase) were added and treated for 30 min at 37 °C. For the NB small intestines (duodenum, jejunum, and ileum) and large intestines (cecum, colon, and rectum) tissue samples, the multiple enzymes from the Propria Dissociation Kit (Miltenyi Biotec) were added and treated for 30 min at 37 °C. The digestion was terminated by adding 10% FBS, followed by a step of filtration with the 70- and 30-μm SmartStrainer (Miltenyi Biotec). After centrifugation at 300 × g for 5 min at 4 °C, samples were resuspended in 2 ml of HBSS. After centrifugation at 4 °C for 5 min with 300 × g and washing twice with 1× phosphate-buffered saline (PBS) with 0.04% bovine serum albumin (BSA). Finally, samples were centrifuged at 4 °C for 5 min with 300 × g and resuspended in 1× PBS with 0.04% BSA.

Single-cell suspensions of the liver and salivary gland tissues of NB calves were prepared according to the protocol of our previous study [17]. For the NB liver tissue, the sample was transferred into cold DPBS, chopped into 1-mm pieces, and treated with 1.5 mg/ml collagenase I, 20 U/ml papain, and 50 U/ml DNase I for 20 min at 37 °C. The dissociated cells were then passed through 70- and 30-μm SmartStrainer, centrifuged at 4 °C for 5 min with 300 × g, and resuspended with 2 ml of cold HBSS. Dissociated cells were centrifuged for 5 min at 300 × g, washed twice with 1× PBS with 0.04% BSA at 4 °C, and then resuspended in 1× PBS with 0.04% BSA. For the NB salivary gland tissue, the sample was isolated from the parotid gland was placed into cold 1× PBS, and then the blood and fat was removed. The sample was cut into 0.5-mm pieces and incubated with 1.5 mg/ml collagenase II, 1.5 mg/ml dispase, and 50 U/ml DNase I at 37 °C for 20 min. Dissociated cells were passed through 70- and 30-μm SmartStrainers. After centrifugation at 4 °C for 5 min with 300 × g, dissociated cells were resuspended with 300 μl of RPMI 1640 medium (Gibco) and treated with 3 ml of Red Blood Cell Lysis Solution for 3 min. Then, dissociated cells were centrifuged at 4 °C for 5 min with 300 × g and resuspended with 2 ml of RPMI 1640 medium. After centrifugation for 5 min with 300 × g, dissociated cells were washed twice with 1× PBS with 0.04% BSA at 4 °C and then resuspended with 1× PBS with 0.04% BSA.

The Countess II Automated Cell Counter was used for the assessment of the viability of single-cell suspension via trypan blue. If the cell viability was low, then the MACS Dead Cell Remove Kit (Miltenyi Biotec) was used to remove dead cells according to the manufacturer’s recommendations. Dissociated live cells were captured to construct the libraries using the Chromium Single Cell 3' Reagent Kits v3 (10x Genomics) following the manufacturer’s recommendations. The Agilent Bioanalyzer High Sensitivity chip was used to check the quality of the libraries, and then libraries were sequenced on the NovaSeq 6000 platform (150-bp pair-ended manner).

### scRNA-seq data analysis

We generated 15 new scRNA-seq datasets in the present study. The CellRanger (version 3.1.0) was used for sample demultiplexing, barcode processing, and single-cell 3’ gene counting. The reads of scRNA-seq data were aligned to the ARS-UCD1.2 cattle reference genome. Single-cell transcriptomics datasets, generated using 10x Genomics, of AD rumen, reticulum, omasum, abomasum, ileum, rectum, liver, salivary gland, and mammary gland as well as the NB rumen and mammary gland were collected from our a previous study [17] and in-house lab datasets. A total of 30 scRNA-seq datasets representing multiple tissues were analyzed individually. For each dataset, high-quality cells with 500 to 4,000 genes detected, unique molecular identifier counting < 50,000, and the ratio of mitochondrial gene < 40% were retained using the Seurat (version 4.0.3) R package [43] for further analysis. The doublets in each dataset were also removed using the DoubletFinder package (version 2.0.3) [44].

To create the cross-tissue temporal cell atlas, the aforementioned filtered, nonscaled Seurat objects of NB and AD cattle datasets were imported and merged into a Seurat object. The merged object was normalized (NormalizeData function of Seurat) and scaled to regress out the cell cycle signature (computed using Seurat’s CellCycleScoring function and scaled using Seurat’s ScaleData, vars.to.regress = c("S.Score", "G2M.Score")). The principal component analysis was performed (RunPCA function of Seurat), and next, the batch effect was corrected using the Harmony R package (version 0.1.0) [45]. The FindClusters function of Seurat with an appropriate resolution was used to accomplish cell clustering. The UMAP embedding algorithm (RunUMAP function) or t-distributed stochastic neighbor embedding algorithm was used to visualize cells. Finally, the FindAllMarkers function of Seurat was performed to identify marker genes (|"avg_logFC"| > 0.25 and "p_val_adj" < 0.05).

To further investigate the dynamics between the NB and AD groups, we merged the nonscaled Seurat objects of the NB and AD datasets for each tissue type and performed cluster analysis separately following the same analysis pipeline (but not regressing out the cell cycle signature) to generate age-dependent cell atlases for each tissue type. We further manually removed cell clusters (potential doublets) that had overlapping gene profiles of multiple different cell types and excluded the hemocytes. The rumen age-dependent cell atlas was collected from our previous study [21].

The single-cell entropy (scEntropy) of individual epithelial cells in NB and AD cattle tissue was quantitatively measured on the basis of scRNA-seq datasets using the SLICE pipeline [11] with some modifications. In brief, using Kappa statistics [46], we calculated the functional similarity of genes in the *Bos taurus* GOTERM_BP_FAT subset that was collected from the DAVID Functional Annotation dataset [47] to generate the genome-wide gene-to-gene functional similarity matrix of *Bos taurus*. Next, we replaced the functional similarity matrix of human with that of *Bos taurus*, and other analysis steps were performed with default parameters following the SLICE pipeline. The differences between NB and AD cattle were assessed using the analysis of variance, with a *P* value < 0.0001 as the threshold for significance. *, **, and *** represent *P* < 0.0001, *P* < 1.0 × 10^−100^, and *P* < 1.0 × 10^−200^, respectively.

To assess the similarities of epithelial cell subtypes in the forestomach tissues, the expression matrices (raw counts) of epithelial cell subtypes of the rumen, reticulum, and omasum at NB and AD cattle were merged, respectively. The 2 merged expression matrices were separately used to perform the MetaNeighbour analysis [20] with default parameters. The epithelial cell subtypes were considered to be conserved if AUROC scores between them were higher than 0.95.

We used the Monocle3 [48] to model differentiation trajectories of reticulum epithelial cell types in NB and AD cattle with default parameters following the general pipeline (https://cole-trapnell-lab.github.io/monocle3/). The CellChat [29] with default parameters was used to perform ligand–receptor interaction analysis to recognize the inferred cellular communication patterns in the NB liver scRNA-seq data. The “AddModuleScore” function of Seurat (version 4.0.3) was used to perform gene set scoring analysis to calculate the signature scores on the gene sets in the MCs between NB and AD cattle in the forestomach tissues. The 2-sided Wilcoxon rank sum test was used to evaluate the differences in the signature scores between NB and AD cattle. Detailed information of the gene sets “DNA repair” and “methyltransferase complex” are listed in Table S7.

To explore the *STOML3^+^* cell across different species, we downloaded the dataset from 5 human liver single-cell datasets [32] (https://github.com/BaderLab/HumanLiver) and 2 mouse liver single-cell datasets [33] (GSM3714747 and GSM3714748 in the National Center for Biotechnology Information Gene Expression Omnibus accession GSE129516). We firstly performed expression matrix preprocessing separately for the 3 species using the Seurat (version 4.0.3) and retained the detected homologous genes of these 3 species in each scRNA-seq dataset. Next, we merged the datasets into a Seurat object and performed cell clustering analysis to come up with 39 cell clusters.

### CCL website construction

The main CCL website was completed by PHP language and MySQL. The CCL website offers 2 function modules: the “Landscape Datasets” module and the “Marker Genes Search” module. The “Landscape Datasets” module enabled the visualizations for cell types of 13 different tissue types and allowed investigation the cell-type populations’ heterogeneity from NB and AD cattle. The “Marker Genes Search” module provided the top 100 highly expressed genes of each cell type across various tissues and also displayed the expression of marker genes presented as a heatmap at the cell-type averaged level. More details about the CCL website are available at http://cattlecelllandscape.zju.edu.cn.

### Differential expression analysis

The Wilcoxon rank-sum test as implemented in the Seurat’s “FindMarkers” function [43] was performed to identify DEGs of MC between NB and AD cattle. Only genes with |LogFC| > 0.5 and adjusted *P* value < 0.05 were considered as DEGs.

### Enrichment analysis

The gene sets that are enriched in MCs of the reticulum and omasum were identified by the GSEA using the “GSEA” function of clusterProfiler R package [49]. The “enrichGO” function of clusterProfiler R package was applied to the performance of Gene Ontology (GO) term enrichment analysis based on the dataset “org.Bt.eg.db”.

### Random forest classifier

The ClassifyCells function that is implemented in the Seurat R Package (version 2.2.0) was used to perform the random forest classification with default parameters. We grouped the subtypes of MC identified from the rumen samples as the training class, which was subsequently applied to the MC from the reticulum and omasum samples.

### 16S rRNA gene sequencing and analysis

Six animals (3 per group) were selected to collect the mucosa. The mucosal bacterial profiles of the rumen in the NB and AD cattle were collected from our previous study [21]. Total DNA of the mucosal microbiota was extracted from each reticulum and omasum epithelial tissue using the E.Z.N.A.® DNA Kit (Omega Bio-Tek) according to the manufacturer’s instructions. The primer pairs 338F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) were used to amplify the hypervariable region (V3-V4) of the bacterial 16S rRNA gene. After polymerase chain reaction amplification, all amplicon libraries were sequenced on an Illumina MiSeq platform using the paired-end 2 × 300-bp protocol. The paired-end reads were merged using the FLASH (version 1.2.11) [50]. The data were processed using the QIIME2 software package [51]. The DADA2 plugin [52] was used to perform further quality control and chimera removal and to produce the amplicon sequence variant (ASV) feature tables. The representative sequences of these ASVs were identified and assigned to the bacteria database of SILVA (Release138, http://www.arb-silva.de) and clustered at 99%. We performed linear discriminant analysis effect size based on the ASVs that were merged to the genus level to identify bacterial taxa that were significantly (linear discriminant analysis > 3.5, *P* < 0.05) enriched in NB or AD cattle of the reticulum and omasum.

To predict the relationship between the genus *Megasphaera* and metabolites in the rumen, reticulum, and omasum tissues, the microbe–metabolite vectors (mmvec) neural networks analysis was performed [25]; the analysis pipeline using default parameters was performed to determine the conditional probability that each metabolite was present given the presence of genus *Megasphaera* and based on the microbial sequence counts and the metabolite relative concentration.

### Metabolomics analysis

The same animals were selected to conduct metabolomics analysis. The mucosal metabolite profiles of the rumen in the NB and AD cattle were collected from our previous study [21]. The epithelial tissues of the reticulum and omasum were homogenized with 1,000 μl of 70% (v/v) ice-cold methanol/water and cold steel balls at 30 Hz for 3 min and then were whirled for 1 min without steel balls. After resting for 15 min and centrifugation at 4 °C, 12,000 rpm for 10 min, the supernatant of the sample was collected for liquid chromatography-tandem mass spectrometry analysis. We performed the electrospray ionization quadruple trap-tandem mass spectrometry analysis for the supernatant of each sample. The operation parameters of the electrospray ionization source were as follows: ion spray voltage, 5,500 V (positive) and −4,500 V (negative); source temperature, 500 °C; ion source, gas I and gas II; curtain gas were set at 50, 50, and 25 psi, respectively; ion spray voltage, 5,500 V (positive) and −4,500 V (negative); the collision gas was set to high. The instrument tuning and mass calibration were accomplished with 10 and 100 μmol/l polypropylene glycol solutions in QQQ and LIT modes, respectively. The Analyst software (version 1.6.3) was used to analyze the mass spectrometric data.

## Data Availability

The raw data of scRNA-seq of the reticulum, omasum, abomasum, duodenum, jejunum, ileum, cecum, colon, rectum, liver, and salivary gland samples from NB calves and those of duodenum, jejunum, cecum, and colon samples from AD cows have been deposited to the Gene Expression Omnibus database (accession number GSE192807), and the secure token “mjejmiqabnifvsn” allows review of record GSE192807. The raw data of scRNA-seq of rumen tissues was collected from GSE183285, and the secure token “mdotewyuldqzbmx” allows review of record GSE183285. The raw data of the NB mammary gland was collected from our previously published data in the Sequence Read Archive database under accession number SRX9140855. The raw data of the 16S rRNA gene sequencing in the current study have been deposited to the BioProject PRJNA846365 (https://www.ncbi.nlm.nih.gov/bioproject/ PRJNA846365/). The processed data are also available for interactive viewing on the CCL website, available at http://cattlecelllandscape.zju.edu.cn. This study did not generate any unique code.

# Supplementary material for: Age- and Microbiota-Dependent Cell Stemness Plasticity Revealed by Cattle Cell Landscape
**Source:** Research (Wash D C). 2023 Jan 13;6:0025. doi: 10.34133/research.0025
**Supplement:** Supplementary Materials — Supplementary 1. Figs. S1 to S7 Supplementary 2. Tables S1 to S7

**
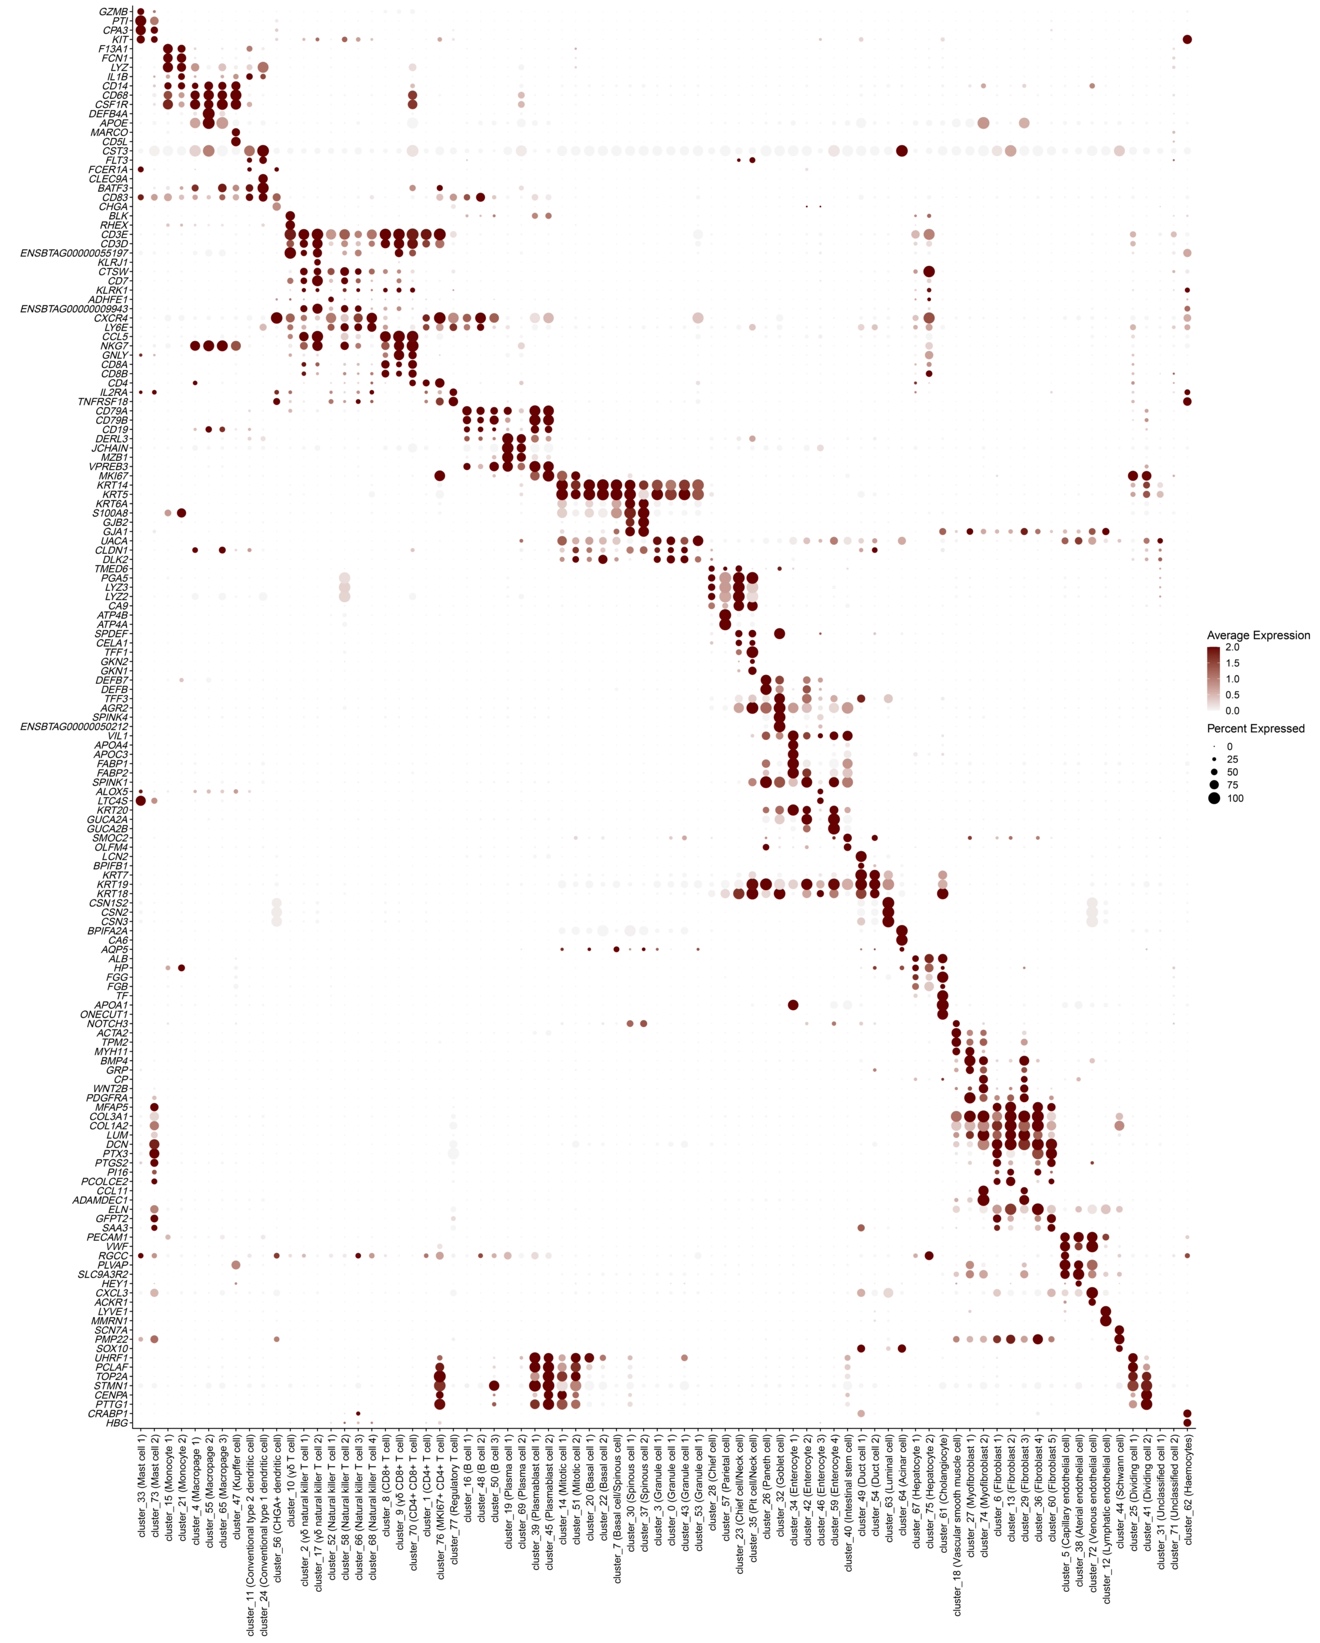
**

**Figure S1. Dot plots showing the expression of representative marker genes for each cell type.**

**
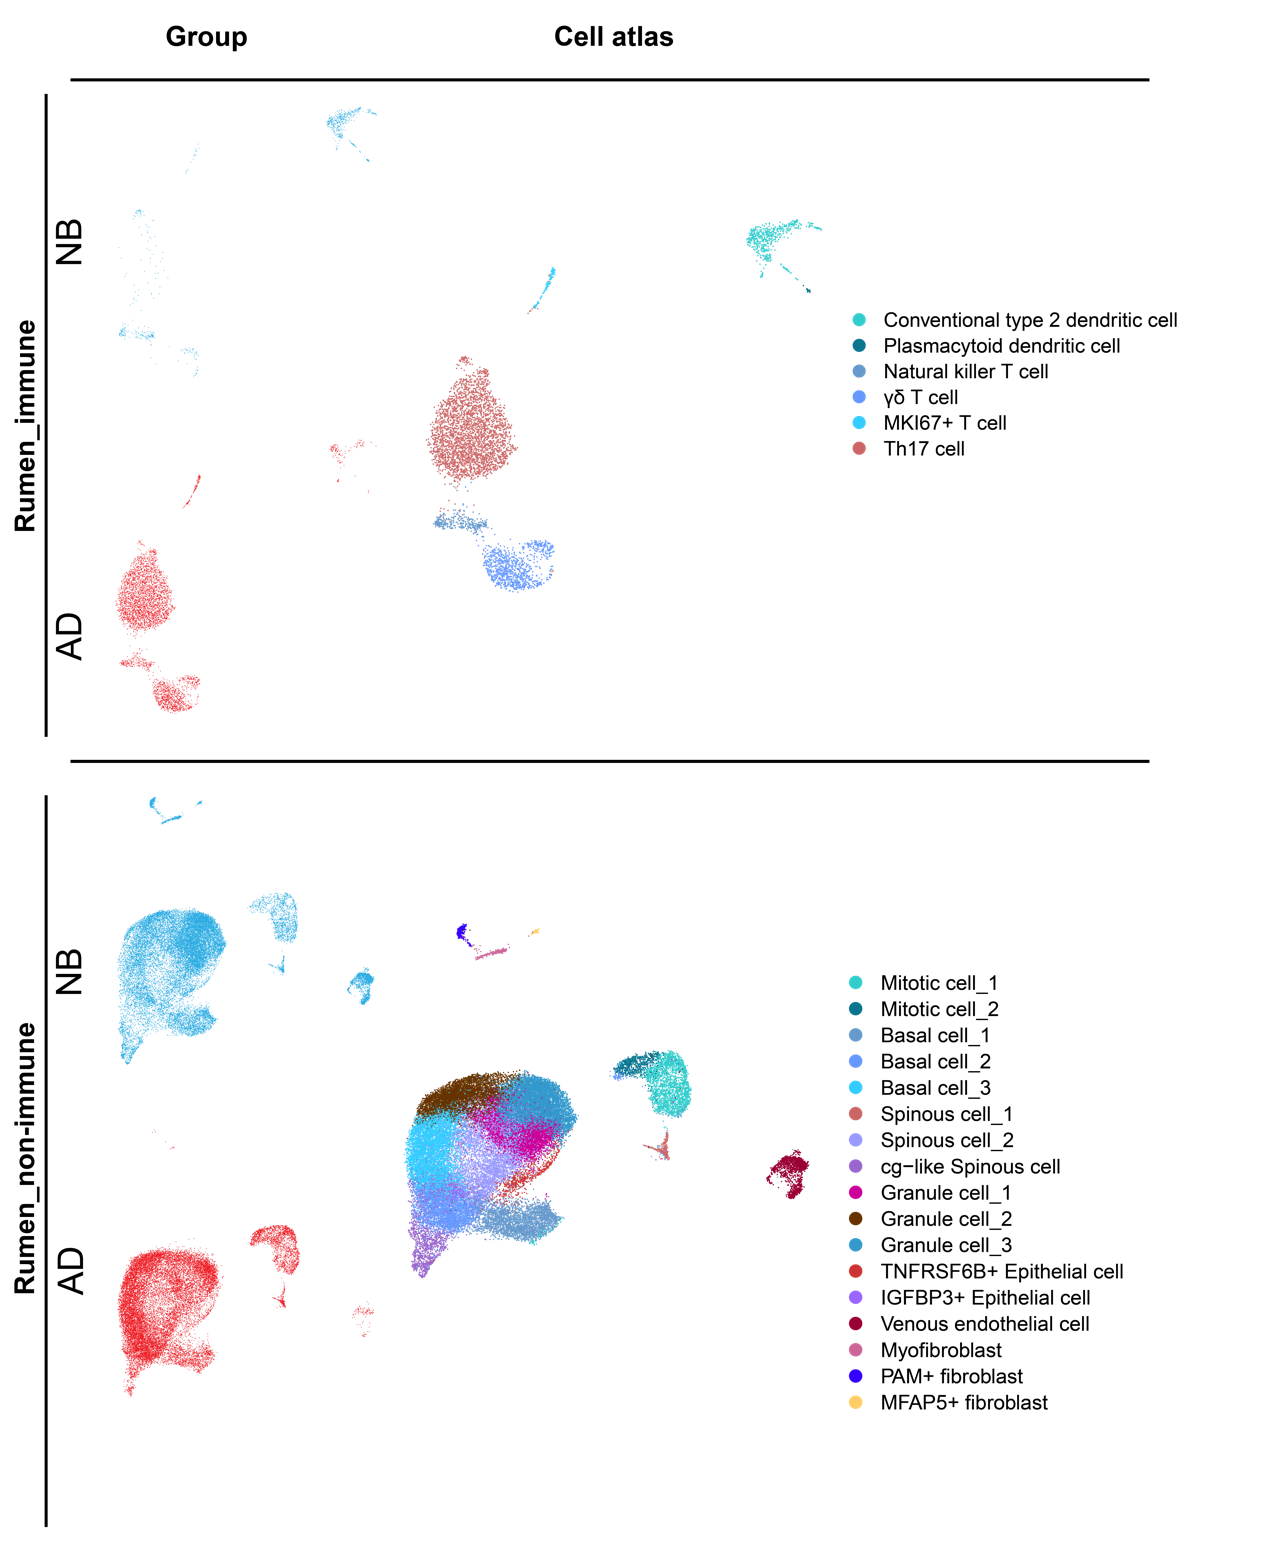
**

**Figure S2. Cell atlases of all cell types in the rumen tissue among the two groups (NB, blue; AD, red). The rumen immune- and non-immune- cell atlases were collected from our previous study [21].** NB: newborn; AD: adult.

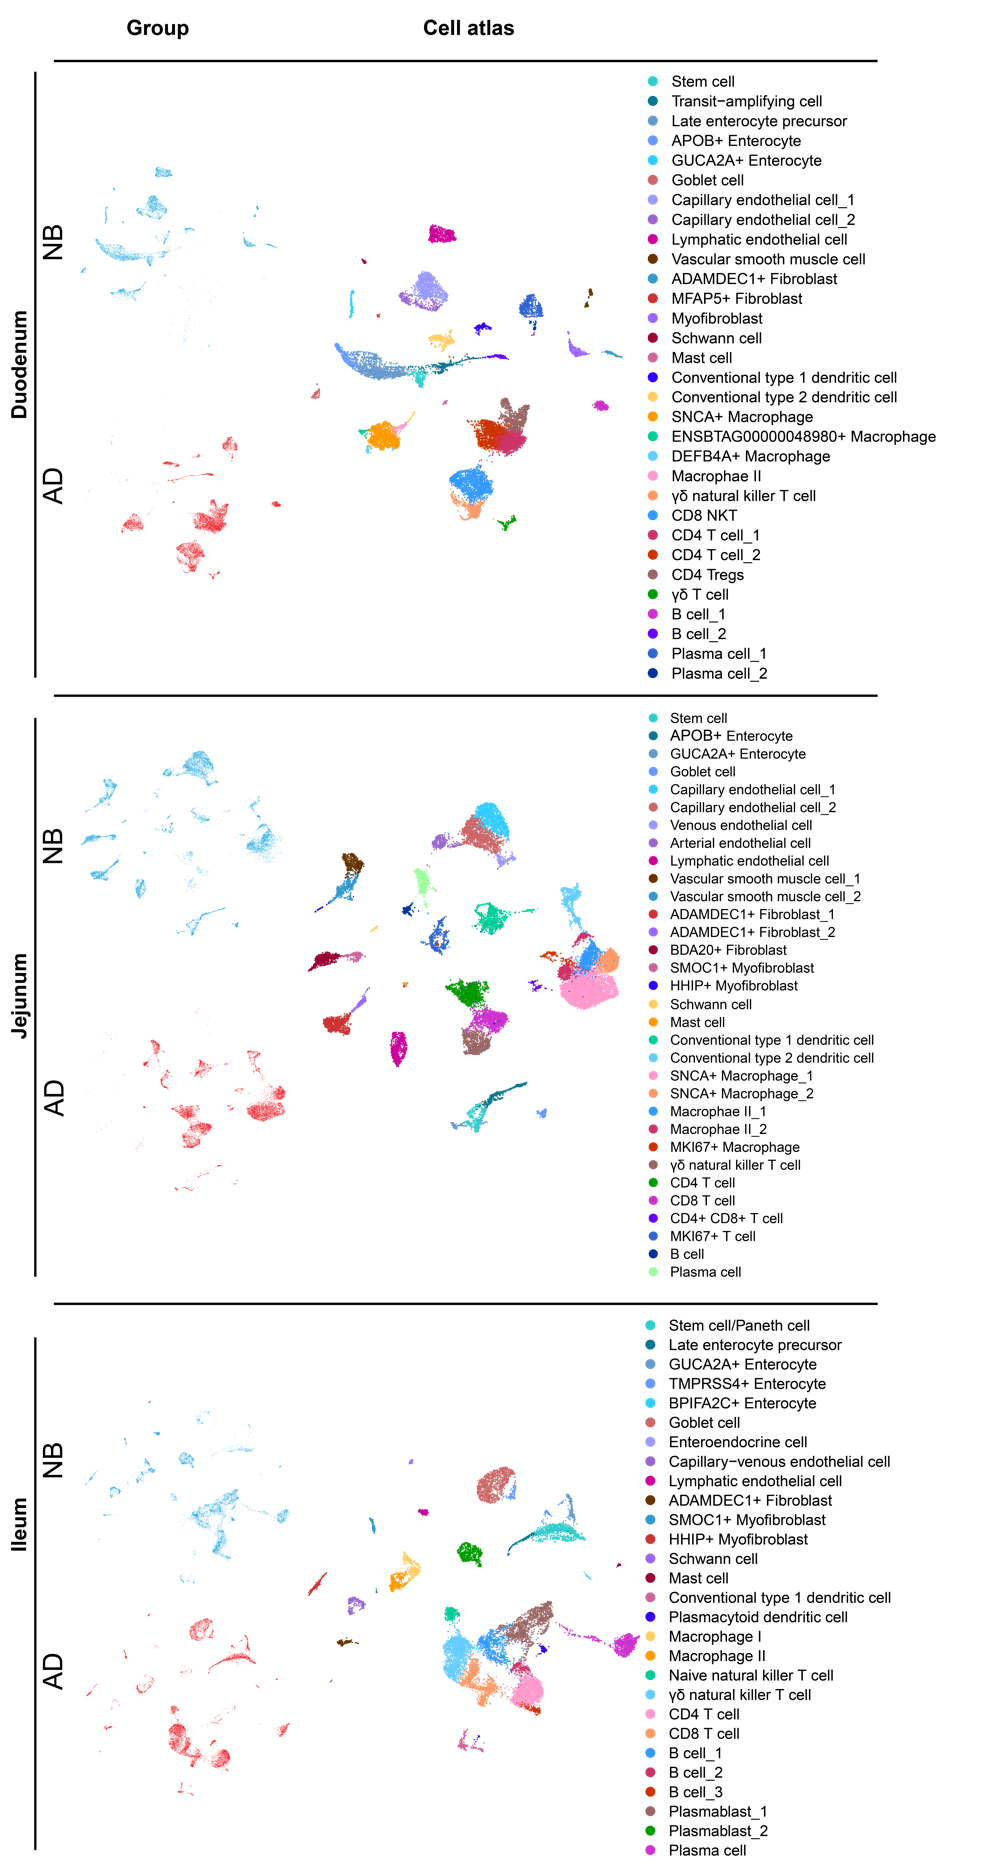

**Figure S3. Cell atlases of all cell types in the duodenum, jejunum, and ileum tissues among the two groups (NB, blue; AD, red).** NB: newborn; AD: adult.

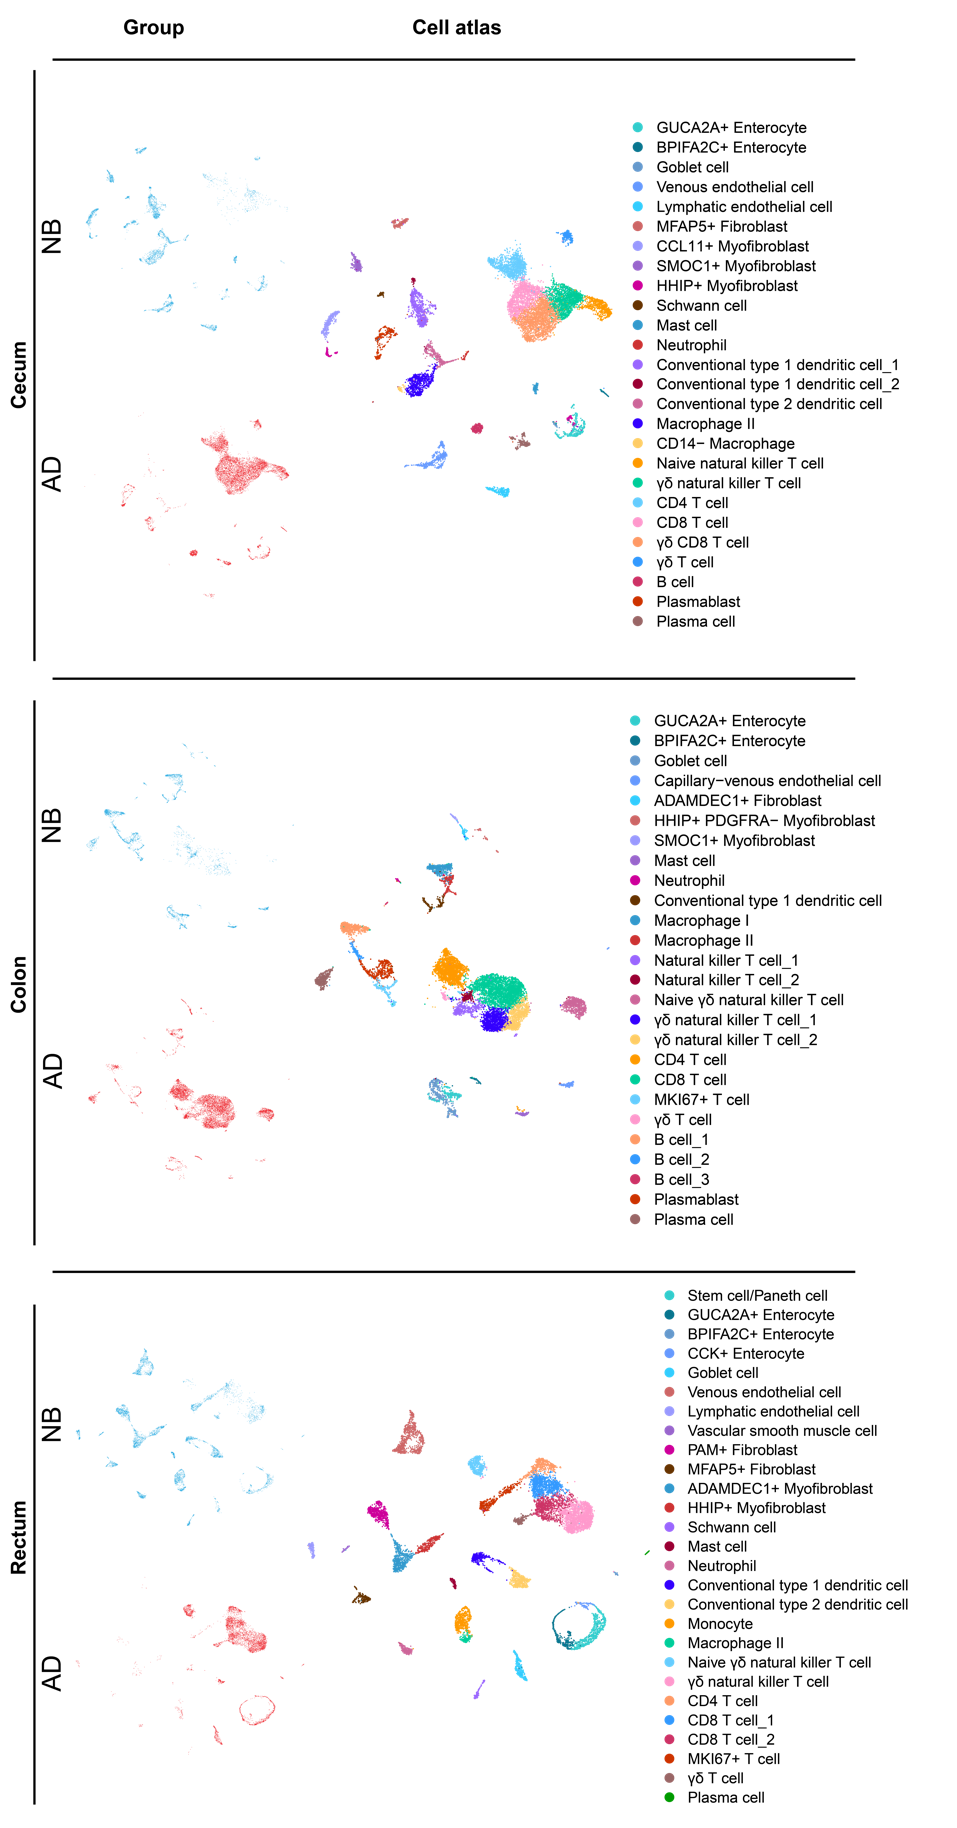

**Figure S4. Cell atlases of all cell types in the cecum, colon, and rectum tissues among the two groups (NB, blue; AD, red).** NB: newborn; AD: adult.

**
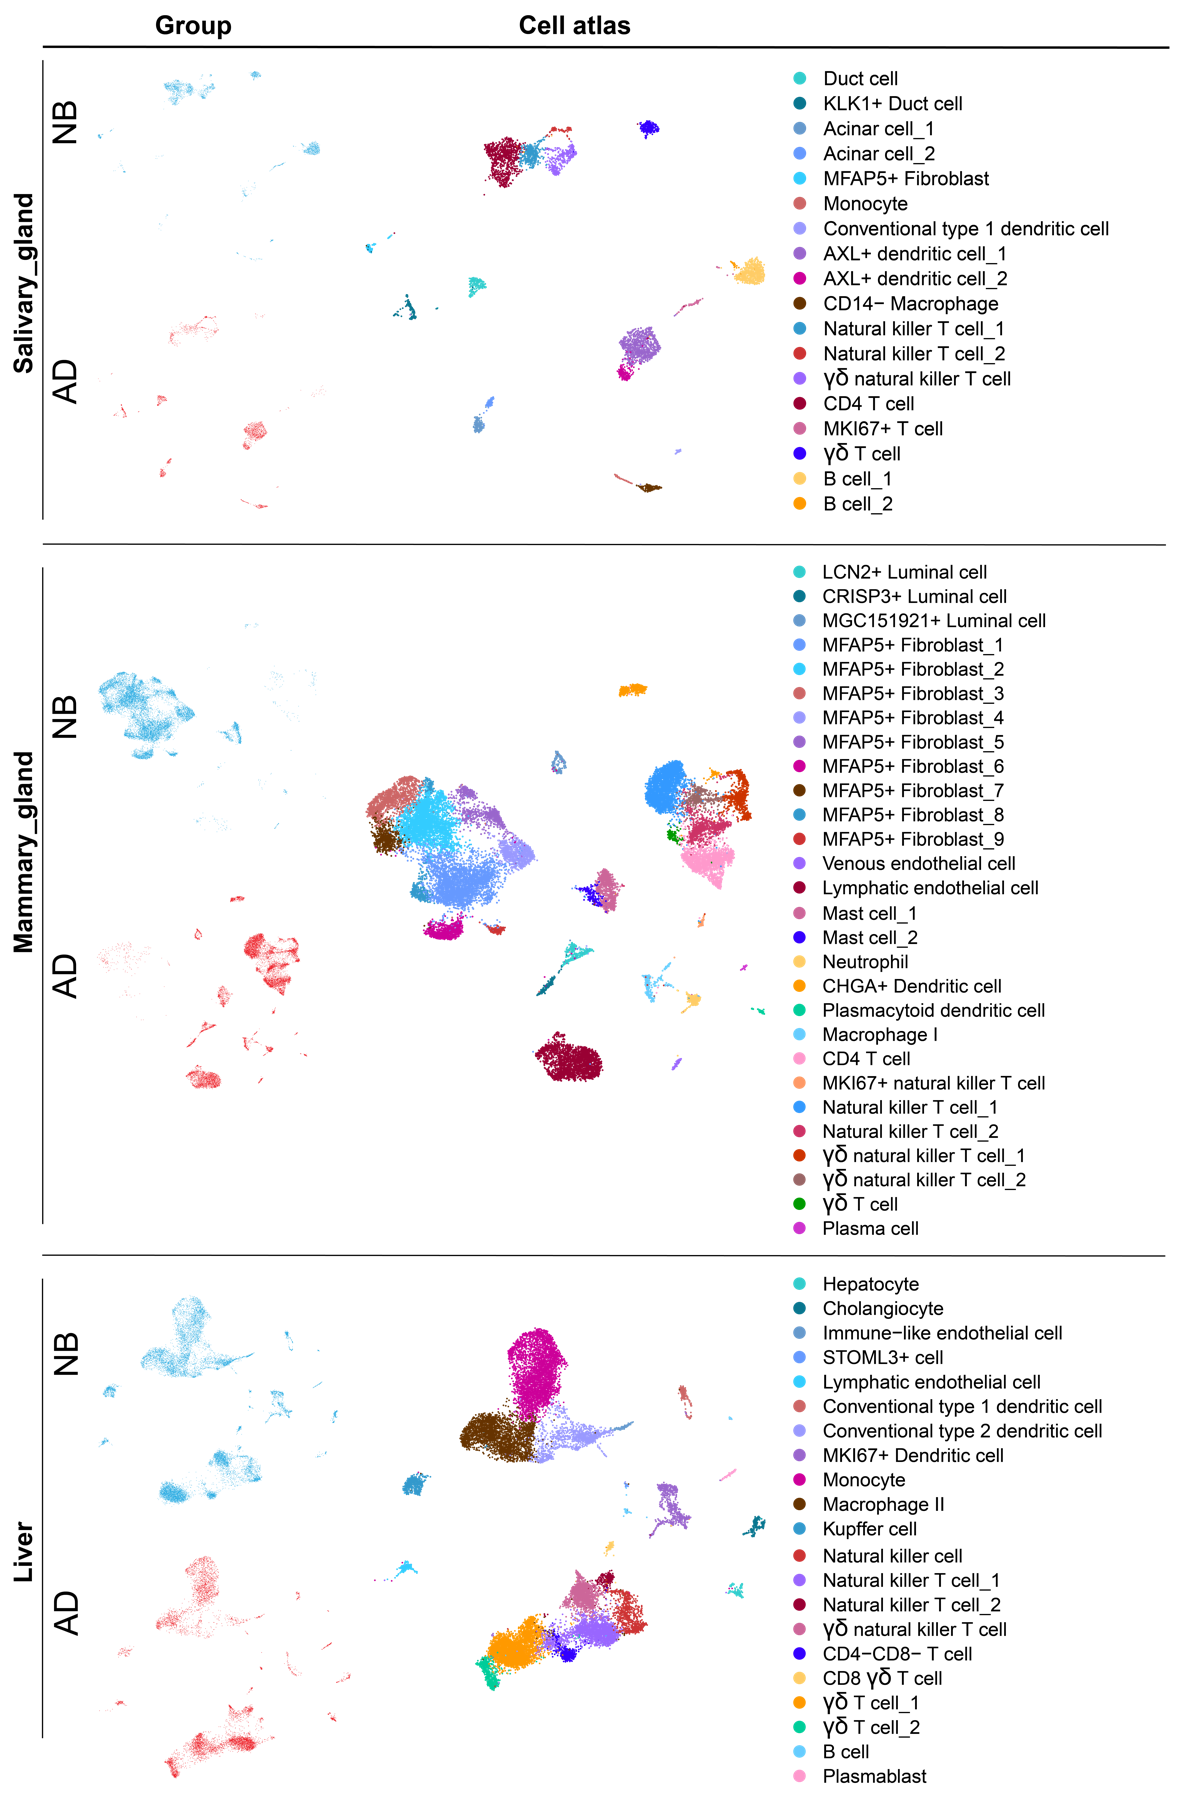
**

**Figure S5. Cell atlases of all cell types in the salivary gland, mammary gland, and liver tissues among the two groups (NB, blue; AD, red).** NB: newborn; AD: adult.

**
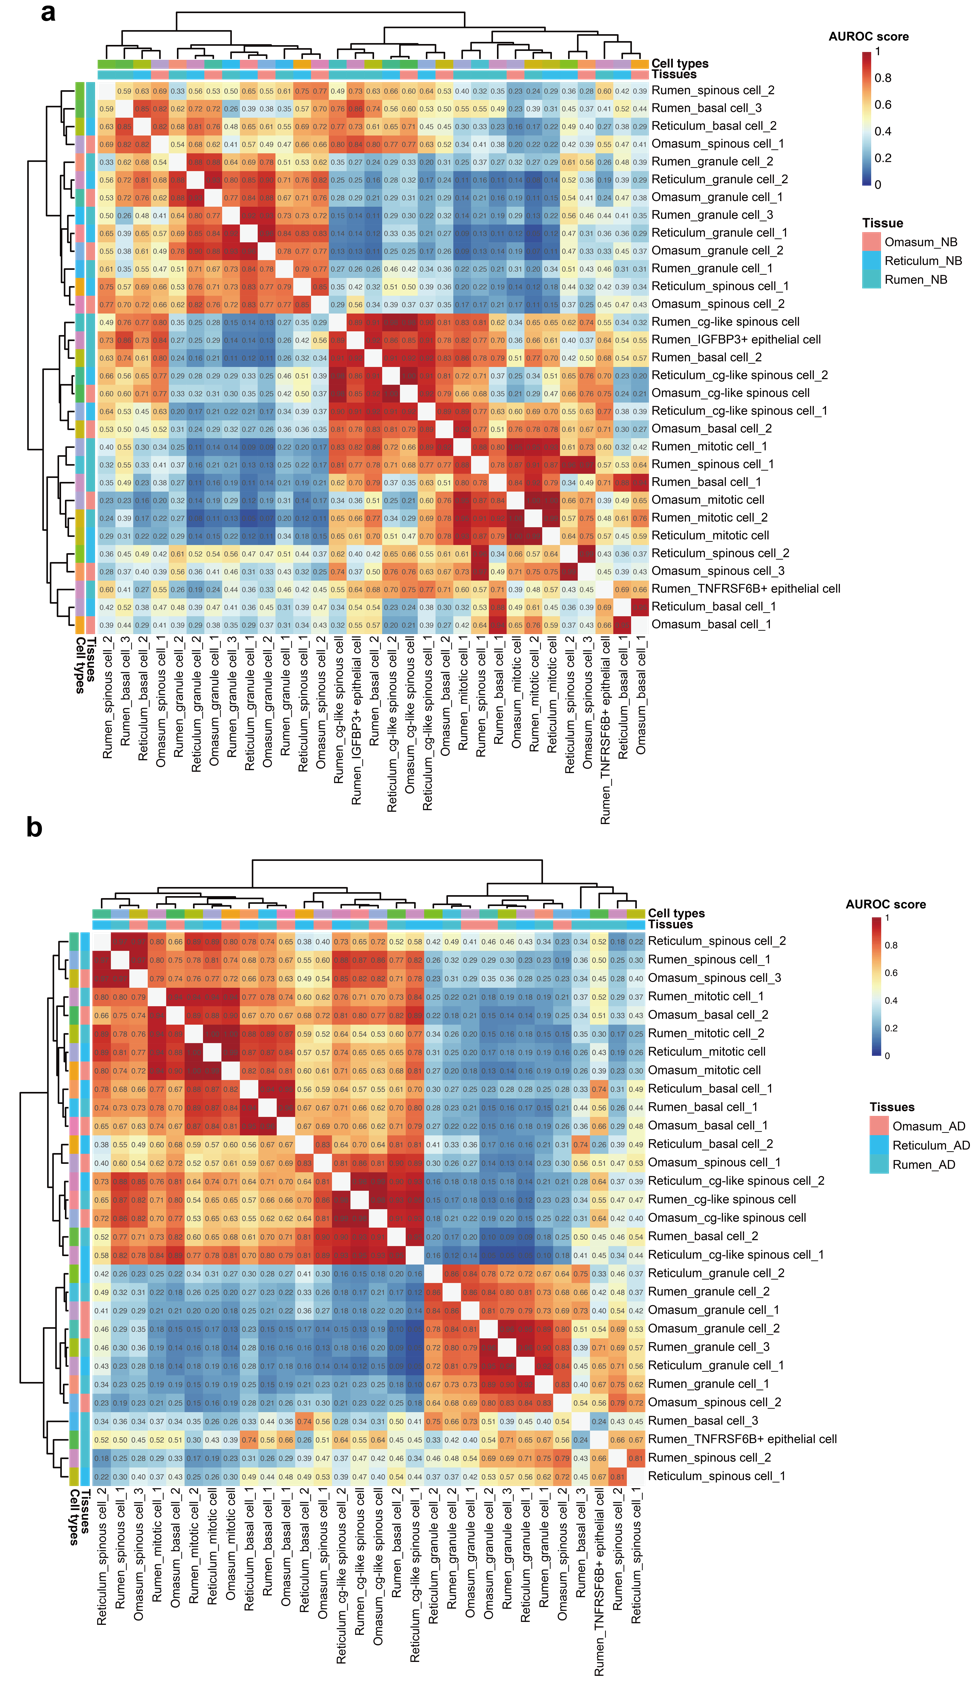
**

**Figure S6.** Correlation of gene expression among the rumen, reticulum, and omasum epithelial cell types at NB (**a**) and AD (**b**) stages. AUROC scores were used to measure the similarity of cell types: red, high correlation; blue and yellow, low correlation. Note that the diagonal value has no practical significance according to the scoring system of the algorithm. For the purpose of visualization, it is filled with light gray. AUROC: area under the receiver operating characteristics; NB: newborn; AD: adult.

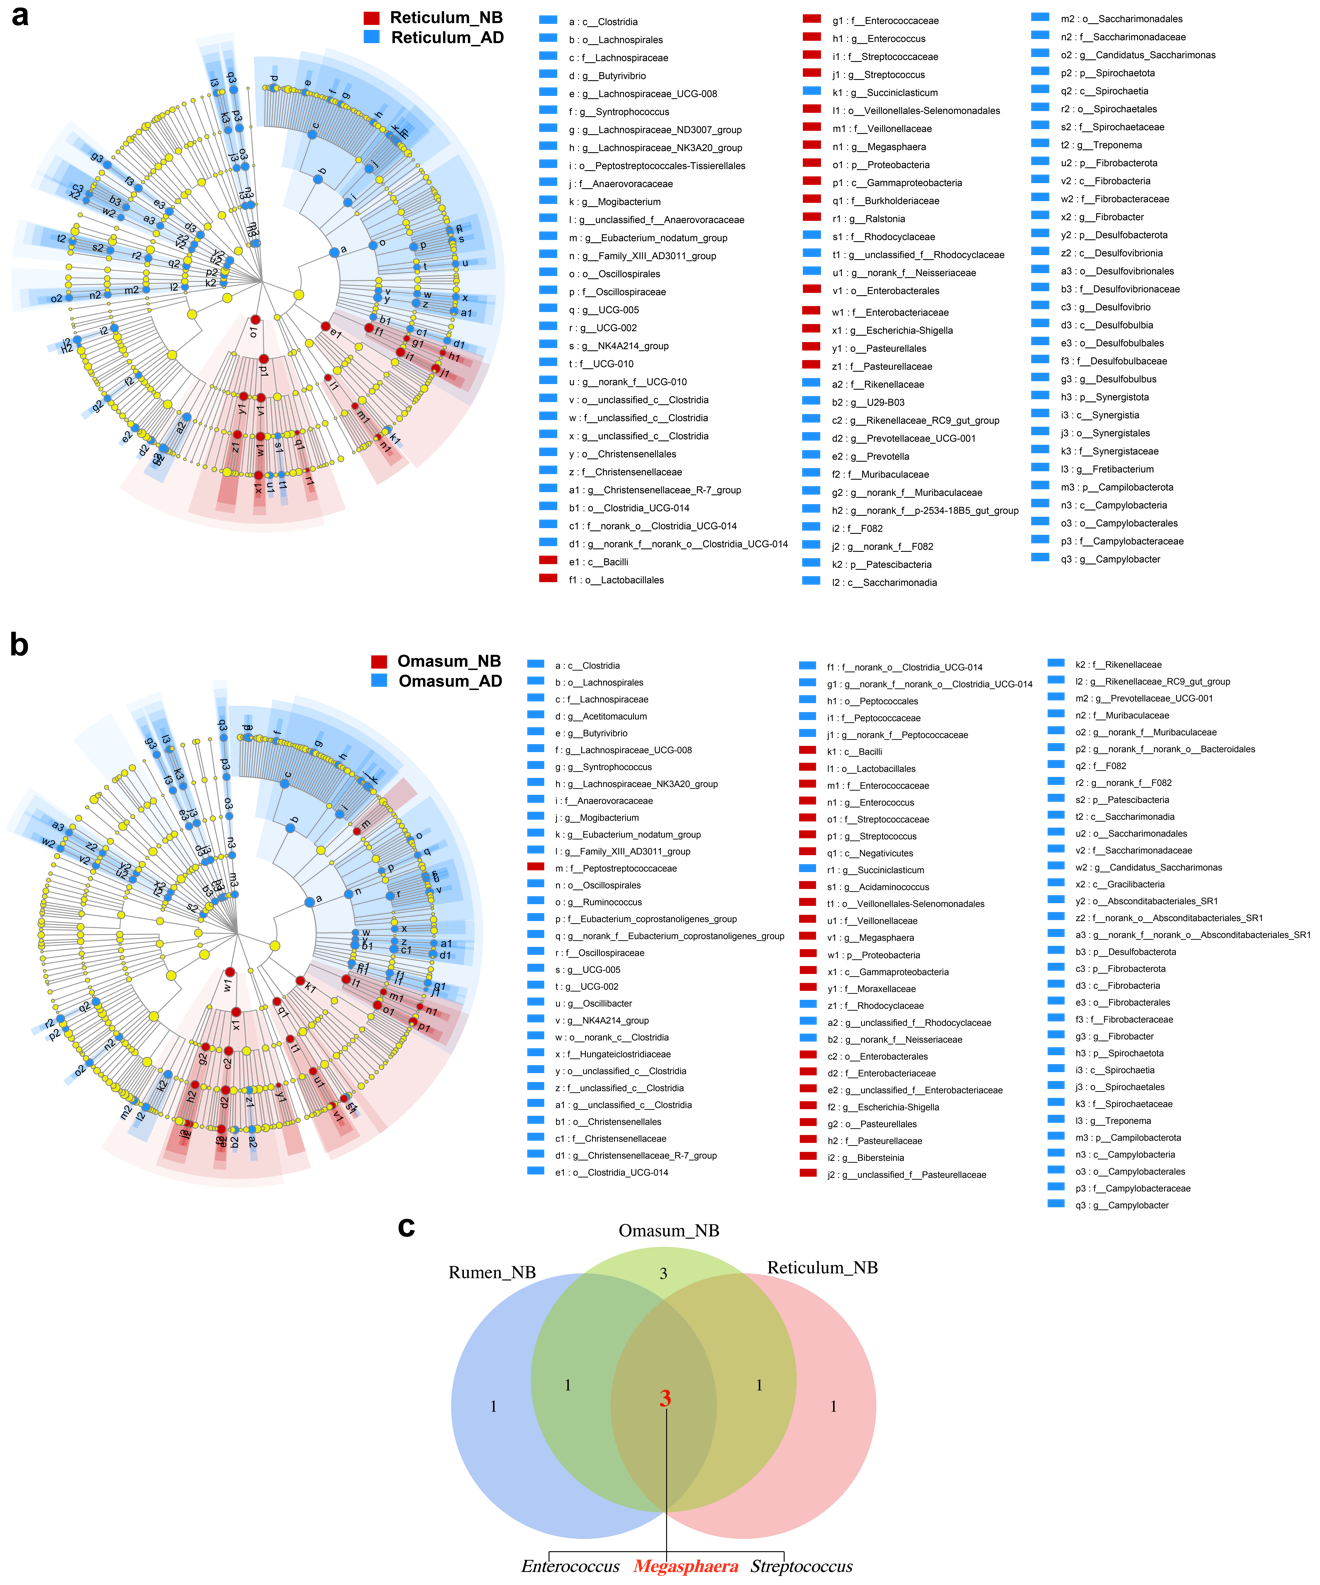

**Figure S7.** Bacterial taxa differed significantly different between NB and AD groups in the reticulum (**a**) and omasum (**b**) tissues. (**c**) The Venn diagram represents the overlaps of epithelial bacterial genera that had a higher relative abundance in the NB groups among the rumen, reticulum, and omasum. The different bacterial taxa identified between NB and AD groups in the rumen were collected from our previous study [21]. NB: newborn; AD: adult.

How the deposited data were processed for this re-analysis (not part of the article)

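Single-cell RNA sequencing counts of 15 libraries were used: 11 from NB cattle (liver, salivary gland, rectum, colon, cecum, ileum, jejunum, duodenum, abomasum, omasum, and reticulum) and 4 from AD cattle (duodenum, jejunum, cecum, and colon). The authors demultiplexed the reads, processed barcodes, and counted UMIs per gene with CellRanger on the ARS-UCD1.2 genome. The deposited values are whole numbers of UMIs per gene and barcode without normalization. The same genes are listed in every library, and the annotation release is not stated. Each tissue and stage had 1 library, so no test between stages was made, no replicate error was given, differences were read against counting intervals, and the SD over cells describes single cells and not the error of a mean. The rumen, the mammary gland, the other AD tissues, and the public human and mouse liver data had no counts here and were left out.

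Total UMIs were 17707625 to 129458578 per library, with a median of 82195756. The filters of the paper's methods were applied: 500 to 4000 genes, under 50000 UMIs, and under 40% mitochondrial UMIs per barcode. Of 172405 barcodes, 119798 were kept after doublets had been removed. Doublets were scored with an implementation of the Scrublet method (2 simulated doublets per cell, 30 principal components), and the highest scores were removed at 0.8% per 1000 cells. DoubletFinder was not available. The manual removal of mixed clusters and of hemocytes in the paper was not repeated.

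Counts were scaled to the total per cell and log transformed, 2000 variable genes were chosen, values were capped at 10 SD, and 30 principal components were computed. Tissues with both stages were corrected with an implementation of Harmony (10 rounds) over libraries. Clusters came from the Leiden method at resolution 1 on a graph of shared neighbors (20 neighbors). In tissues with both stages, cells of clusters named epithelial or left unnamed were clustered a second time without Harmony, and all clusters were named again. The clusters were named from lists of marker genes written in advance, and the thresholds of this naming were set after the counts had been seen. The analysis ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0, scikit-image 0.26.0, and matplotlib 3.10.9.

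For the arrangement of cells, 4428 cells per library were drawn and the 30 nearest neighbors in other libraries were counted by stage and by tissue. Cell types of one stage alone, and among epithelial and immune clusters those of one stage alone, were those with more than 20 cells at that stage and fewer than 5 at the other. Because the inputs of SLICE are not among the files, the Shannon entropy of the UMIs of a cell over genes was computed after thinning to 1000 UMIs. Neighbor voting replaced the MetaNeighbor package, diffusion pseudotime with 10 diffusion components replaced Monocle3, and the levels of *KIT* and *KITLG* replaced CellChat. For gene lists, log2 ratios of CPM with a pseudocount of 5 CPM were summarized by their median and set against 10000 random lists matched on expression in 20 bins. Intervals are at the 95% level: exact Poisson for UMIs and exact binomial (Clopper-Pearson) for shares of cells. For a share of 0, the limit is 3 counts of the total. A gene with no UMI in a cell can still be expressed there.

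Lists written in advance held G2M, nuclear division, replication-linked DNA repair, other DNA repair, and methyltransferase complex genes, the genes the paper names for *STOML3+* cells in its text and in Fig. 7G, mitochondrial genes, globin genes, and markers of cell types, among them hematopoietic progenitor, erythroid, cholangiocyte, hepatocyte, lymphatic endothelial, and tuft cells. The genes named in the text were chosen by a rule. They are the genes that the study names for a result reported here, the genes of these lists, and, of the genes that differ the same way in 4 tissues, the first 5 in each direction by their smallest log2 ratio. Any other gene is said to have been chosen after its values were seen. *XIST* has no identifier in the files, so the sex of the animals was not checked with it.

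Alternatives were tried for the filters, the doublet removal, the clustering resolution, the number of principal components, the Harmony correction, the thinning, the definition of the cells, the pseudocount, and the scaling. The comparison of epithelial genes was tested on simulated data, in which 300 of 300 genes changed 16-fold were found and 0 unchanged genes were counted. That simulation was scaled by TMM, unlike the main setting, and drew both stages from the same pooled profile. A different mix of cells and RNA of other cells were not simulated, so it does not give the error of the reported gene numbers. In a simulation of the list test, a list changed 2-fold had a median log2 ratio of 0.88 at percentile 100.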

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

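The tests on a few abundant genes, on the number of adult enterocyte-like cells, on animal or dissociation, on RNA of red cells, on cells or barcodes of another library, on RNA of other cells, and on endothelial cells were chosen only after the results had been seen.

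Within stem or transit-amplifying-like cells, the entropy of NB minus AD was 0.31 bits in jejunum (8.35 bits in 336 NB cells and 8.05 bits in 55 AD cells) and -0.46 bits in cecum (7.47 bits in 176 NB cells and 7.93 bits in 55 AD cells). The opposite directions in these tissues raised the question. The difference between the tissues was not tested, since each tissue and stage had 1 library. In duodenum the value was 0.14 bits, with 7 AD cells, and the AD colon had 1 such cell. Over all epithelial cells, NB minus AD was negative in the 4 tissues with both stages. Sequencing depth was argued against, because the smallest of these differences was -0.60 bits with every cell thinned to the same UMIs. A different mix of epithelial types was argued against in cecum and colon, because the smaller difference within their enterocyte-like cells was -0.77 bits. In duodenum and jejunum the mix and the stage cannot be told apart, since at most 7 AD enterocyte-like cells were found there. A few genes taking most of the counts may account for the difference in duodenum and cecum, where it was 0.0086 and 0.117 bits without the genes above 1% of UMIs. They were argued against as the whole cause in colon, at -0.358 bits, and in jejunum, at -0.405 bits. Animal or dissociation cannot be told apart from stage in any of the 4 tissues, because each stage and tissue had 1 library. Age stays open as an explanation and was not tested.

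*HBG* (ENSBTAG00000038748), a globin gene that the paper does not discuss, was seen in cells with interleukin genes. The 8 libraries with 20 cells or more that had at least 2 UMIs of *IL17A*, *IL17F*, or *IL22* were compared with their other cells with *PTPRC*. *HBG* was seen in 18.1% to 73.4% of the first and in 0.696% to 4.74% of the second, and the intervals were apart in all 8 libraries. These cells held 5.63% (AD duodenum) to 64.6% (NB cecum) of the *HBG* UMIs of their library, with 18.3% in the AD jejunum and 24.4% in the AD cecum. Apart from the NB cecum and the NB rectum (59.0%), most of these UMIs lay in other cells. In the AD duodenum *HBG* had 119 CPM outside the T or NK-like cells and 62.3 CPM within them. The NB rectum also had more outside them, with 18.4 CPM against 4.12 CPM within. In the rest of the 8 libraries *HBG* was higher within the T or NK-like cells than outside them. It had 39.8 CPM within and 0.579 CPM outside in the AD cecum, and 21.4 and 1.68 CPM in the AD colon. The highest share was in the NB cecum, where median UMIs were 7982.5 and 11542. After thinning to 1000 UMIs the shares were 13.1% to 61.4%, and at most 2.90% in the other cells. The signal lies in a gene outside those the paper reports on, and the gene and the definition of the cells were chosen after the values were seen. RNA of red cells was argued against, because *HBB* was seen in at most 2.68% of these cells. Because NB red cells may carry fetal globins, *HBB* says most in the 4 AD libraries, where 0 of 86, 0 of 27, 0 of 116, and 0 of 61 of these cells had it. Reads shared with a related globin gene were not tested, and expression by these cells remains a hypothesis.

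In the NB colon, 116 of 4428 cells (2.62%, interval 2.17 to 3.13) had UMIs of 2 or more of the thymocyte genes *DNTT*, *PTCRA*, *CD1B*, and *RAG1*. They were 93.5% of the 124 such cells of all 15 libraries, and no other library had more than 3. The paper does not report on these genes, which were chosen after their values were seen. Cells of another of the 15 libraries were argued against, because none of the others held more than those 3. A library outside the 15, another tissue in the sample, or another label of the library was not tested, and neither was development of T cells in the colon.

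*STOML3* was also seen outside the liver. In the NB colon, 15 of 4428 cells (0.339%, interval 0.190 to 0.558) had at least 2 UMIs of it, while the other NB libraries apart from liver had 0.020% to 0.114% and the 4 AD libraries had no such cell. The paper's text does not report *STOML3+* cells of the colon, so this signal lies outside the results it describes. Of the 15 cells, 6 had UMIs of *KIT*, 5 of *HOXA9*, 6 of *CD34*, and 7 of *PTPRC*, and 6 were in T or NK-like, 5 in endothelial-like, 3 in unnamed, and 1 in B-like clusters. Barcodes of the liver library were argued against, because 0 of the 15 barcodes were shared with the 54 liver cells with at least 2 UMIs of *STOML3*. Free RNA and doublets were not tested for these cells.

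In the *STOML3+* cells of NB liver, 14 hematopoietic progenitor genes had a median log2 ratio of 1.95 over the immune clusters, and 7 of the 14 were above 4-fold. Against every other liver type, 6 of the 14 were highest in the *STOML3+* cells, while *CD34*, *TAL1*, *LMO2*, *MECOM*, and *ERG* were highest in endothelial-like cells (*LMO2* 528 CPM, *ERG* 152 against 43.6, and *MECOM* 61.3 against 0). The paper does not discuss these genes in these cells, apart from *KIT*, which is 1 of the 14. The most abundant of them were *LMO2* (254 CPM against 131), *KIT* (164 CPM against 13.4), and *PTPRC* (159 CPM against 385), which all immune cells express. *MEIS1* had 82.0 CPM against 0.915 and *GATA2* 82.0 against 0.434. In cells chosen by at least 2 UMIs of *STOML3*, the median over the immune clusters was 2.03. The 10 erythroid genes had a median of -0.032 over the immune clusters. Epithelial or lymphatic endothelial cells were argued against: the cholangiocyte genes had a median of -0.046 over the immune clusters and of -6.17 over the bile duct and hepatocyte-like cluster. The hepatocyte genes had -0.75 and -6.36 in the same comparisons, and the lymphatic endothelial genes -0.0092 over the immune clusters and -2.40 over the endothelial-like cells. Endothelial cells in general were argued against by the 9 endothelial marker genes, with a median of -3.76 over the endothelial-like cells and intervals below theirs for 8, although *EMCN* and *EGFL7* were above 4-fold over the immune clusters. Doublets of 2 other cell types were argued against by *HOXA9*, whose log2 ratio over the highest other liver type was 4.57, although the median doublet score was 0.109 in these cells and 0.0353 in the others. The lists were written in advance. Progenitor cells cannot be told apart from another type that shares these genes, because 8 of the 14 were higher in some other liver type, and a progenitor identity remains a hypothesis.

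In the NB abomasum, 10 tuft cell genes without *ALOX5* and *LTC4S* had a median log2 ratio of 5.22 in the *ALOX5+* epithelial cells over the other epithelial cells, and 7 of the 10 were above 4-fold. The paper does not discuss these genes. *DCLK1*, also in the list, had no UMI in any epithelial cell and was not counted; with it, the median would be the 4.77 of *BMX*. In the 39 cells *POU2F3* and *CHAT* had 2 UMIs each, *TRPM5* 4, and *HPGDS* 0. The highest were *GNG13*, with 1108 CPM against 0.181, *AVIL*, with 593 against 0.347, and *PTGS1*, with 589 against 1.10. When all epithelial cells with at least 1 UMI of *ALOX5* were taken, the median was 4.25, which suggests tuft cells. No technical explanation was tested for this result.

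Between stages, 9 genes were at least 4-fold higher in NB epithelial cells in all 4 tissues, and 23 were at least 4-fold higher in AD epithelial cells. Most of them lie outside the genes the paper discusses. By the smallest log2 ratio of the 4 tissues, the first 5 on the NB side were *APOA1* (3.25), *SLC13A2* (3.18), *IGF2BP3* (3.12), *S100G* (2.89), and *MST1* (2.89). On the AD side they were ENSBTAG00000040367 (5.52), ENSBTAG00000047700 (4.12), *SPIB* (4.08), ENSBTAG00000037510 (3.79), and *BOLA-NC1* (3.08). The AD duodenum gave 107308 UMIs from 21 cells. Of the 23 genes, 9 were higher in the AD epithelial cells than in the other AD cells in all 4 tissues, and 8 were lower in all 4. RNA of other cells was argued against for those 9, *SPIB* among them, whose intervals were above the other AD cells in all 4 tissues and whose lowest level was 137% of theirs. For *CD3E*, also among the 23 and chosen after its values were seen, RNA of other cells is a candidate explanation. Its level in AD epithelial cells was 1.94% to 4.30% of that in the other AD cells, near the 0.867% to 2.60% of NB epithelial cells. It is a candidate explanation too for ENSBTAG00000047700, at 0.722% to 2.12% of the other AD cells. As the whole cause in 8 of the genes outside those 9, among them ENSBTAG00000040367 (50.6% to 83.9%), ENSBTAG00000037510, and *BOLA-NC1*, RNA of the other cells in their mix was argued against, because their share was above the interval of *CD3E* in all 4 tissues. RNA of a single other cell type was not tested for any gene. For *UBD*, *FYB1*, *CD52*, and *GIMAP7*, also chosen after their values were seen, RNA of other cells cannot be told apart from expression, because these 4 were above that interval in some tissues only or in none. Stage, animal, and dissociation changed together for all 23 genes. The mix of epithelial types differed too. Tuft-like cells were 111 of 174 AD and 0 of 953 NB epithelial cells in jejunum, and 69 of 301 and 0 of 313 in cecum. In colon they were 79 of 201 and 10 of 691. In enterocyte-like cells alone 14 genes were higher at the AD stage. That setting leaves 6 AD cells in duodenum and 7 in jejunum, so it cannot decide how much the mix contributed.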

How the results depend on the processing

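T or NK-like cells alone, macrophage or monocyte-like cells alone, and the genes above 1% of UMIs left out are settings chosen only after seeing the data, and the other settings were fixed before the data were examined. In all, 284 values were recomputed. Of these, 103 stayed inside the 95% interval of the value reported or, for counts, within 1.5 times of it, 179 moved, and 2 changed sign. Values without such an interval, among them all differences and log2 ratios, were taken as moved at any change of the rounded value. The 44 numbers of kept cells and the 6 numbers of *STOML3+* cells did not move. Every alternative that had been fixed was run. No paired analysis was possible because no animal gave a tissue at both stages and each tissue and stage had 1 library. For the same reason no replicate could be left out.

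The 2 values that changed sign were differences in epithelial entropy of NB minus AD without the genes above 1% of UMIs, with cells thinned to 500 UMIs: 0.0086 bits in duodenum and 0.117 in cecum. Jejunum had -0.405 and colon -0.358. By the construction of this setting, the change comes from those genes. The other settings kept the negative sign in all 4 tissues. In the order duodenum, jejunum, cecum, and colon, the differences were -0.625, -0.662, -1.37, and -0.548 bits after thinning to 500 UMIs, and -0.714, -0.985, -1.61, and -0.723 after thinning to 2000 UMIs. Without thinning they were -0.289, -0.742, -1.74, and -0.702. Without mitochondrial and ribosomal protein genes they were -0.822, -0.849, -1.93, and -0.921. With medians over cells they were -0.258, -0.308, -1.16, and -0.418, and with the mitochondrial filter under 10% they were -0.150, -1.18, -0.760, and -0.725. Enterocyte-like cells alone gave -0.468, -0.500, -2.98, and -0.771, and no upper limit on genes gave -0.578, -0.570, -1.02, and -0.432. Apart from the abundant genes, the cause was not tested.

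The mean ratio of neighbors to a random draw stayed above 1 for stage and below 1 for tissue. By library, the share for stage in the NB colon with Harmony was 42.3%, just under the 42.9% of a random draw. For stage it was 2.04 with 50 principal components, 2.00 with 100 nearest neighbors, 1.81 with Harmony, 2.06 in T or NK-like cells alone, and 1.95 in macrophage or monocyte-like cells alone. For tissue it was 0.151 with 4000 variable genes, 0.189 with 100 nearest neighbors, 0.332 with Harmony, 0.175 in T or NK-like cells alone, and 0.293 in macrophage or monocyte-like cells alone. Harmony pulls libraries together by its construction, and for the others the cause was not tested.

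The number of epithelial and immune clusters of one stage alone moved by the largest factor for AD clusters in colon, from 1 to 5 at Leiden resolution 2. At Leiden resolution 0.5, which makes fewer clusters, it was 3 for NB and 3 for AD in jejunum, 5 for NB in duodenum, and 4 for NB in colon. At Leiden resolution 2, which makes more, it was 10 for NB and 11 for AD in jejunum, and 11 for NB and 5 for AD in colon. Without Harmony it was 10 for NB and 9 for AD in jejunum and 4 for AD in colon. That setting changes the first clustering alone, since the second clustering of epithelial and unnamed cells never used Harmony. Without doublet removal jejunum had 11 for NB and 8 for AD, and without the upper limit on genes 10 for NB. For the last 3 settings the cause was not tested.

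In each of the 4 tissues the epithelial share was higher for NB than for AD under every setting. Without the mitochondrial filter, the NB and AD shares were 42.7% and 0.137% in duodenum, 9.58% and 2.31% in jejunum, 6.16% and 4.38% in cecum, and 17.2% and 4.24% in colon. Without the upper limit on genes they were 44.1% and 0.378%, 10.2% and 2.44%, 8.85% and 4.90%, and 21.4% and 3.11% in the same order. Without doublet removal the AD duodenum had 0.376%, the AD jejunum 2.95%, and the NB jejunum 8.72%. By *EPCAM* without *PTPRC* or *COL1A2*, the shares were 42.9% and 0.463% in duodenum and 19.2% and 1.95% in colon. The cause was not tested.

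MC had more entropy than the other epithelial cells under every setting. The difference in NB reticulum and NB omasum was 0.113 and 0.213 bits after thinning to 500 UMIs, 0.188 and 0.322 after thinning to 2000 UMIs, and 0.284 and 0.528 without thinning. Without mitochondrial and ribosomal protein genes it was 0.0628 and 0.218, with medians 0.206 and 0.293, and with the mitochondrial filter under 10% 0.210 and 0.282. No upper limit on genes gave 0.238 and 0.282, cells with *MKI67* and *KRT14* gave 0.190 and 0.249, Leiden resolution 0.5 gave 0.180 and 0.299, and Leiden resolution 2 gave 0.142 and 0.257. The cause was not tested, apart from depth in the setting without thinning, since the MC had more UMIs.

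The median log2 ratio of division genes in NB reticulum and NB omasum was 2.27 and 3.16 for G2M genes, 2.44 and 3.25 in cells with at least 2 UMIs of *MKI67*, and 2.39 and 3.24 without the upper limit on genes. For replication-linked repair genes, other repair genes, and methyltransferase complex genes in NB reticulum, it was 0.348, 0.102, and 0.211 with the mitotic clusters, 0.348, 0.0915, and 0.235 in cells with at least 2 UMIs of *MKI67*, and 0.247, 0.0587, and 0.217 without the upper limit on genes. In NB omasum these were 0.786, 0.138, and 0.260, then 0.847, 0.145, and 0.268, and then 0.785, 0.136, and 0.269. All kept their sign, and the cause was not tested.

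The AUROC of the mitotic cells passed 0.95 at Leiden resolution 0.5 (0.974), at Leiden resolution 2 (0.962), and without the upper limit on genes (0.961), and fell to 0.891 without cell cycle genes. The next highest AUROC of the reticulum mitotic cells was 0.634, 0.874, 0.682, and 0.692 in these settings. The Spearman correlation of pseudotime with the granule minus basal level was 0.0202 with 15 principal components, 0.0685 without cell cycle genes, and 0.263 with the root in the basal cluster, which changes the start by its construction. For the others the cause was not tested.

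The 5 markers of *STOML3+* cells stayed higher than in every other cell type. In cells with at least 2 UMIs of *STOML3*, which also choose for that gene, the log2 ratios were 6.58 for *STOML3*, 3.86 for *HOXA9*, 2.13 for *MFAP2*, 0.27 for *INKA1*, and 3.00 for *TGFB2*. After thinning to 1000 UMIs they were 6.63, 5.07, 2.93, 1.34, and 2.07. The median log2 ratios over the immune clusters in cells with at least 2 UMIs of *STOML3* were 2.03 for progenitor, -0.039 for erythroid, -0.050 for cholangiocyte, -1.06 for hepatocyte, and -0.0092 for lymphatic endothelial genes. After thinning they were 2.82, -0.10, -0.052, -1.42, and 0. The bile duct cluster stayed farther from the *STOML3+* cells than the nearest immune cluster, by -0.204 in correlation over all genes above 10 CPM, by -0.310 after thinning, and by -54.5 in distance in principal components, where a negative value also means farther. The tuft cell genes had 4.25 in all cells with a UMI of *ALOX5* and 5.31 after thinning. The cause was not tested.

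After thinning to 1000 UMIs, *KIT* was seen in 17.5% of the *STOML3+* cells and in 3.79% of the bile duct and hepatocyte-like cells, and *KITLG* in 0.758% of the latter. The bile duct and hepatocyte-like cluster fell from 2 to 6 of 12 groups for *KIT*, below the plasma-like (11.1%, 3 of 27 cells), endothelial-like (9.01%), B or plasma-like (7.84%), and T or NK-like cells (4.19%). These are shares of cells in place of CPM, which explains the change of scale.

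The number of genes higher in AD epithelial cells in all 4 tissues was 23 in the main setting. It was 8 with a pseudocount of 20 CPM, 19 when scaled by TMM, and 14 in enterocyte-like cells alone. The number of genes higher in NB cells was 9, 1, 15, and 13 in the same order, so the excess of AD genes depended on the setting. A larger pseudocount lowers ratios of genes with few UMIs by its construction, and for the others the cause was not tested.

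Depth limits several of these results. The AD duodenum had 21 epithelial cells, and its enterocyte-like cells alone were 6. *KITLG* in the *STOML3+* cells had 0 UMIs, and a level within its interval, which reaches 9.46 CPM, could not be excluded. The automatic threshold of Scrublet kept 7436 of 7439 barcodes in the NB reticulum and 9198 of 9198 in the AD colon, and so did not work as a doublet filter there.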

Differences from the paper's values

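The numbers of kept cells of duodenum, jejunum, cecum, and colon in the paper's text, the numbers of cells per library in its figures, and the number of *STOML3+* cells were compared with the values obtained here. None of these 20 values differed by more than 1.5 times, under the filters used or under any alternative fixed before the data were examined. The number of *STOML3+* cells is about 62 in Fig. 7H, read by eye, against 57 here.

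The paper places tissue above age in the arrangement of cells. That statement covers cells of all its tissue types, after batch correction and with the cell cycle regressed out. The comparison here covers intestinal tissues alone, without correction in the main setting, and a neighbor of the same tissue had to come from the other stage. It therefore does not test the paper's statement over all tissues. In the 4 tissues with both stages, the ratio of neighbors to a random draw was 2.05 for stage and 0.168 for tissue. The alternative nearest to the paper's statement, a Harmony correction over libraries, gave 1.81 and 0.332.

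The paper reports no significant difference in entropy for the jejunum, and lower entropy at the NB stage in duodenum, cecum, and colon. The entropy used here was -0.76 bits in NB minus AD in jejunum, larger in size than in duodenum (-0.65 bits) and colon (-0.60 bits), and no test was made. Under the alternatives fixed before the data were examined, the jejunum value lay between -1.18 and -0.31 bits.

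The paper ranks the mitotic cells first in entropy in the reticulum. Their larger cluster ranked 2 of 10 here, with 8.44 bits against 8.45 bits. Without thinning it ranked 1, and a small cluster of 117 cells that was also named mitotic, with *MKI67* in 20.5% of them, ranked 6 with thinning and 10 without.

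The paper gives an AUROC of at least 0.95 for the mitotic cells. The value between NB reticulum and NB omasum was 0.941. Its reticulum cells include the small mitotic cluster of 117 cells, and the value without that cluster was not computed. Leiden resolution 0.5 (0.974), Leiden resolution 2 (0.962), and no upper limit on genes (0.961) reached it, and leaving out cell cycle genes (0.891) did not.

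The paper shows 2 bifurcations for the NB MC. The tree of NB reticulum clusters had 1 branch point. With 15 principal components it had 2, and without cell cycle genes it had 1. The root does not enter this tree.

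The paper places the *STOML3+* cells closest to cholangiocytes, hepatocytes, and lymphatic endothelial cells. The highest correlation here was 0.766, with a T or NK-like cluster, and the correlation with bile duct and hepatocyte-like cells was 0.411. The sign of this difference was the same over all genes above 10 CPM, after thinning to 1000 UMIs, and by distance in principal components.

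The paper describes KIT signaling of the *STOML3+* cells with themselves. *KITLG* had 0 UMIs in these cells, an interval that reaches 9.46 CPM, and was highest in endothelial-like cells at 40.0 CPM.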

Other observations

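The tests on the mix of cell types and on animal, dissociation, or library batch were chosen only after the arrangement of cells had been seen.

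In the 8 libraries of the tissues with both stages, cells had more neighbors of their own stage than of their own tissue. A neighbor of the same tissue had to come from the other stage, so these shares were not independent. A different mix of cell types was argued against, because the ratio for stage was 2.06 within T or NK-like cells alone, and within macrophage or monocyte-like cells alone it was 1.95. Animal, dissociation, or library batch cannot be told apart from stage, because each stage and tissue had 1 library.

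Within the NB reticulum, the higher level of DNA repair genes in cells with *MKI67* and *KRT14* may follow from DNA replication in S phase. The paper's comparison of MC between stages was not tested. The other DNA repair genes, without the replication-linked genes, had a median log2 ratio of 0.0926, at percentile 67.8 of random lists matched on expression. Those lists had a median of 0.0748. The replication-linked genes had 0.38, against 0.0847 for their matched lists. The median over all genes above 10 CPM was 0.12.

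The globin genes *HBB* and *HBA* were highest in the NB rectum, at 203 and 110 CPM, and *HBG* was highest in the NB cecum, at 119.9 CPM. In the AD libraries *HBB* was between 0.0199 and 0.446 CPM.

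UMIs of 2 or more of the genes *AZU1*, *PRTN3*, *ELANE*, and *MPO*, which were chosen after their values were seen, were found in 17 of 6829 cells of the NB rectum and in 7 of 4428 cells of the NB colon. No other library had more than 4 such cells.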
